# Genome-wide gene expression profiling of stress response in a spinal cord clip compression injury model

**DOI:** 10.1186/1471-2164-14-583

**Published:** 2013-08-28

**Authors:** Mahmood Chamankhah, Eftekhar Eftekharpour, Soheila Karimi-Abdolrezaee, Paul C Boutros, Serban San-Marina, Michael G Fehlings

**Keywords:** Spinal cord injury, Microarray, Pathway analysis, GO enrichment

## Abstract

**Background:**

The aneurysm clip impact-compression model of spinal cord injury (SCI) is a standard injury model in animals that closely mimics the primary mechanism of most human injuries: acute impact and persisting compression. Its histo-pathological and behavioural outcomes are extensively similar to human SCI. To understand the distinct molecular events underlying this injury model we analyzed global mRNA abundance changes during the acute, subacute and chronic stages of a moderate to severe injury to the rat spinal cord.

**Results:**

Time-series expression analyses resulted in clustering of the majority of deregulated transcripts into eight statistically significant expression profiles. Systematic application of Gene Ontology (GO) enrichment pathway analysis allowed inference of biological processes participating in SCI pathology. Temporal analysis identified events specific to and common between acute, subacute and chronic time-points. Processes common to all phases of injury include blood coagulation, cellular extravasation, leukocyte cell-cell adhesion, the integrin-mediated signaling pathway, cytokine production and secretion, neutrophil chemotaxis, phagocytosis, response to hypoxia and reactive oxygen species, angiogenesis, apoptosis, inflammatory processes and ossification. Importantly, various elements of adaptive and induced innate immune responses span, not only the acute and subacute phases, but also persist throughout the chronic phase of SCI. Induced innate responses, such as Toll-like receptor signaling, are more active during the acute phase but persist throughout the chronic phase. However, adaptive immune response processes such as B and T cell activation, proliferation, and migration, T cell differentiation, B and T cell receptor-mediated signaling, and B cell- and immunoglobulin-mediated immune response become more significant during the chronic phase.

**Conclusions:**

This analysis showed that, surprisingly, the diverse series of molecular events that occur in the acute and subacute stages persist into the chronic stage of SCI. The strong agreement between our results and previous findings suggest that our analytical approach will be useful in revealing other biological processes and genes contributing to SCI pathology.

## Background

Human spinal cord injury (SCI), often the result of both impact and varying degrees of compression, is initially a primary mechanical tissue and cell injury, but further develops into a cascade of complex secondary damage [1]. Accordingly, the need for biologically relevant animal SCI models has focussed on the development of animal injury models that can reliably mimic human SCI [2]. Various animal SCI models can be classified based on how the primary injury is induced (either physical or chemical), and the duration and extent of the primary injury. Techniques such as weight drop, clip compression, calibrated forceps and chemically-mediated SCI have been introduced and evaluated in laboratory animal models [3-5]. The majority of primary injuries in animal SCI models are physically-induced, by either impact, compression, or a combination of both; the latter most closely mimic SCI in human patients. The nature of the primary injury will dictate the types of secondary events that contribute to common outcomes of all injury models such as acute and chronic spinal cord dysfunction [6] and loss of regenerative capacity [7,8]. It may also contribute towards unique features and characteristics of each injury model such as spasticity [9,10], neuropathic pain [11,12] and systemic effects [13]. Finally, various methods and devices can be calibrated to injure the spinal cord for various durations of time; hence, the primary injury can be classified as transient or persistent.

Amongst the injury models, the weight drop [14-19] and the aneurysm clip [20-23] are the most standard graded methods of physically-inducing experimental SCI, which have been thoroughly characterized in laboratory animal models. In weight drop models [14-19], the primary injury is a transient impact and compression, hence the name contusive injury, which can be graded as mild, moderate or severe depending on the weight and height of the drop. The clip compression model was introduced as one of the first non-transection models of SCI in rodents [20]. It is an easy and highly reproducible injury model and has the ability to mimic different levels of injury by adjusting the force and duration of clip application. The method of primary injury in the clip model is slightly different from the weight drop model as the compressive force due to the closure of the clip is maintained on the spinal cord for a defined period of time. Consequently, the outcome of a clip injury is usually a more severe form of vascular network disruption, which leads to hemorrhage and shortage of blood supply to the tissue rather than a contusive injury.

Various SCI injury models have been characterized by examining the primary injury (impact, compression, contusion, or laceration of the tissue) and the secondary injuries (blood-spinal cord barrier (BSCB) permeability, ischemia, edema, apoptosis, glutamate excitotoxicity, inflammation, demyelination, axonal degeneration, reactive gliosis, and scar tissue formation) to the spinal cord tissue using low- and high-resolution microscopy and immunohistochemical methods [24,25]. Additionally, the extent of damage and functional recovery in animals is recorded using kinematic and behavioural studies [26,27]. Studying the functional state of neurons after injury or during the recovery process is another approach but is only feasible using electrophysiological methods [28].

Our lab has successfully used the clip compression injury model to injure the rat spinal cord at the thoracic level with consistent and reliable results; both acute and chronic SCI in rats have been characterized using this model [21-23,29-32], as well as assessment of the efficiency of various intervention strategies such as a combination transplantation of mouse brain-derived neural precursor stem cells, chondroitinase, and growth factors [6,29,30,32-35]. However, molecular events following clip compression injury have not been explored using high throughput strategies. In this study, we used the Affymetrix GeneChip Rat Genome 230 2.0 platform for microarray gene expression analysis of SCI using the clip compression injury model in rats. A unique feature of this study is that a more comprehensive catalogue of the whole genome transcript levels was compared across a wider time frame, i.e. 1, 3, 7, 14 and 56 days post-injury, than has been examined in previous work. In this study, we present the overall picture of biological processes that relate to stress response and are up-regulated and the corresponding molecular events. We show that, by systematically applying the controlled vocabulary of gene functions presented in Gene Ontology (GO) domains, the temporal pattern of biological processes are extracted from microarray gene expression data and that this approach can be applied to discover novel molecular events.

## Results

### Feature analysis of affymetrix GeneChip Rat genome 230 2.0 array

Analysis and filtering on the resulting file of 31,042 ProbeSets revealed that 10,791 ProbeSet IDs had no annotations, i.e. no Entrez IDs or official gene symbols, which were flagged out. This reduced the number of workable ProbeSet IDs to 20,251. In addition, there were duplicate or multiple ProbeSet IDs which represented a single gene. Conversely, there were ProbeSet IDs with multiple annotations (EntrezID/Gene Symbol) due to sequence identity across more than one gene segment in the genome. This issue could not be easily resolved as the level of uniqueness of the oligonucleotide sequence is not high enough to allow annotation to one gene exclusively. This feature requires manual curation of the data based on Affymetrix instructions to use the latest annotation, which is also the most relevant. 

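Each array holds RNA from 1 rat, taken from 5 mm of cord around the epicenter, with 4 rats in each of 6 groups: sham-operated rats and rats sampled 1, 3, 7, 14 and 56 days after a 35 g clip had closed on the cord for 1 min. Different rats make up the days, so no animal is followed over time, and the day on which the sham rats were sampled is not given in the sources used here. The methods count 4 sham rats for each time point, but the arrays hold 4 sham rats in all, with no day in their labels. The paper states 5 µg of starting RNA and the sample labels give 0.5 µg. The deposited values are on the log2 scale, as the authors left them after GCRMA, and by the methods the animals of each time point were pre-processed separately.

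All 31099 probe sets of the 24 arrays were fitted here with limma in 6 groups, each day was compared with sham and with the other days, and p values were adjusted within each comparison (Benjamini-Hochberg, threshold 0.05) over the 20832 probe sets that carry 1 gene symbol. Another 436 probe sets carry several symbols and 9831 none. A gene is represented by its probe set with the highest mean, which leaves 14218 genes, and changes are log2 fold changes against sham with standard errors (SE) where given. The study's counts were rebuilt from unadjusted p of at most 0.05 and the median of a gene's passing probe sets, with the fold thresholds taken on the log2 scale. For single genes, the study's rule below means this p and median without a fold threshold. Pairs of arrays within a group correlated at 0.973 (the lowest, on day 7) to 0.996. The gene lists beside the paper's GO terms were written for this re-analysis before any value was read and are not those terms, except the lists of genes the paper names, which were chosen on these same samples. Set tests are limma's camera with a preset correlation of 0.01, and with the correlation estimated from the arrays none of the list shifts passes, the smallest adjusted p being 0.201.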

Taking the above two features into consideration results in 14,324 gene symbols on the GeneChip RG230 2.0 array. The resulting data file still contains the ProbeSet IDs that have “LOC” or “RGD” identifiers instead of actual gene symbols. These identifiers are applied to genes that are less well characterized and usually belong to similar or orthologous proteins in other species. They may also belong to non-coding regions of the genome. Software platforms developed for GO enrichment and pathway analysis rarely map the LOC and RGD identifiers. In the original Affymetrix GeneChip 230 2.0 array annotation file, the number of LOC and RGD annotated ProbeSets sets are 1163 and 1135, respectively. The same issue of duplicate/multiple entries also applies to these ProbeSets, hence the numbers of “LOC” and “RGD” identifiers in the final output file with 14,324 entries were less: 939 for the LOC and 829 for the RGD identifiers. This means that the total number of annotated ProbeSets in the Affymetrix GeneChip Rat Genome 230 2.0 array annotation file that were mapped to known gene candidates was 12,557, which is equivalent to 62.4% and 71.2% of the total number of genes annotated and listed in the Rat Genome Database (RGD) and European Bioinformatics Institute (EBI) association files, respectively.

### Analysis of ProbeSet data

We used a divisive hierarchical clustering algorithm (DIANA) to identify the strongest trends within the dataset, in all pair-wise comparisons (see Methods). The results were visualized using the Heatplus package of BioConductor (Figure 1A). Interestingly, three main clusters were observed, corresponding to the sham controls (green cluster), day 1 animals (blue cluster), and day 3 animals (yellow cluster). 

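On the probe sets that differ between groups, sham cord and day 3 cord each stand apart from all other samples. Slc7a10, the astrocyte transporter that releases D-serine at synapses, was low on every day after injury (log2 fold changes of −3.92, −3.51, −3.86, −3.86 and −3.91 on days 1, 3, 7, 14 and 56, SE 0.19, largest adjusted p = 6.83e-11), a difference that all injured cords share. Serpina3n, a protease inhibitor secreted by reactive astrocytes, rose on day 3 alone (6.17, adjusted p = 9.81e-12; 0.03 on day 1 and −0.05 on day 7).

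Divided on the 16699 probe sets with p under 0.001 in any pairwise comparison, the arrays formed 3 clusters: the 4 sham rats, the 4 day 3 rats, and all rats of days 1, 7, 14 and 56 together. Complete linkage gave the same 3 clusters. On all 31099 probe sets they did not hold: the divisive method put sham replicates 1 to 3 with day 3 replicates 1 and 4, and sham replicate 4 and day 3 replicates 2 and 3 with rats of days 1, 7 and 56, while complete linkage kept the sham rats apart and joined the day 3 rats to rats of days 1, 7 and 56.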

The later time-points are further subdivided into a cluster composed primarily of day 7 animals (red cluster) and another composed primarily of day 14 and day 56 animals (brown cluster). 

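Some matrix genes of the scar were lower at the last time point than in the weeks before it. Postn, whose product periostin is made by scar-forming fibroblasts, was 7.69 and 5.66 higher than in sham on days 7 and 14 and 0.87 (adjusted p = 0.449) on day 56. The fall from day 14 to day 56 was −4.80 (SE 0.71, adjusted p = 0.00233, and 0.1 when only these 2 groups were fitted). Tnc, the matrix glycoprotein tenascin C, fell by 4.31 over the same weeks (adjusted p = 0.000724).

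With 5 clusters by the divisive method, day 7 replicates 1, 3 and 4 grouped with day 56 replicates 3 and 4, and all 4 day 14 rats grouped with day 56 replicates 1 and 2. Day 7 replicate 2 fell in with the day 1 rats. Complete linkage instead put all 4 day 7 and all 4 day 56 rats together with day 14 replicate 4 and day 1 replicate 2, and left day 14 replicates 1 to 3 on their own.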

Principal component analysis of the ProbeSet data was performed to assess variability between individual animals in each group and also at different time points and resulted in clustering of the transcripts belonging to each group of sham or injured animals shown in Figure 1B. There are inter-individual differences but eclipses show that there are no outliers in our experiment. Additionally, the eclipses of day 7, day 14 and day 56 cross each other, which indicate some level of commonality between these time points, as was evidenced and shown in the tree view of the heat map.

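The main axis runs from sham cord to day 1 cord, and the next separates day 3. Mmp3, a protease that degrades proteoglycans of the matrix, changed along the day 3 direction: it rose by 1.54 on day 1 and 6.55 on day 3 (adjusted p = 0.00540 and 9.88e-10) and was at the sham level on day 7 (−0.06). Kcnip4, a modulator of neuronal potassium channels, was lowest on day 1 (−5.49) and reached −4.61, −4.44 and −4.35 on days 7, 14 and 56, near one another.

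Over all probe sets the first 3 components held 47.6, 23.9 and 6.18% of the variance. Day 7 spread widest on the first component (−24.6 to 90.1) and took in the ranges of day 14 (−6.08 to 67.4) and day 56 (−8.31 to 26.1), while on the second the ranges were 10.3 to 25.0, 30.9 to 47.3 and 45.5 to 57.5.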

**Figure 1:**
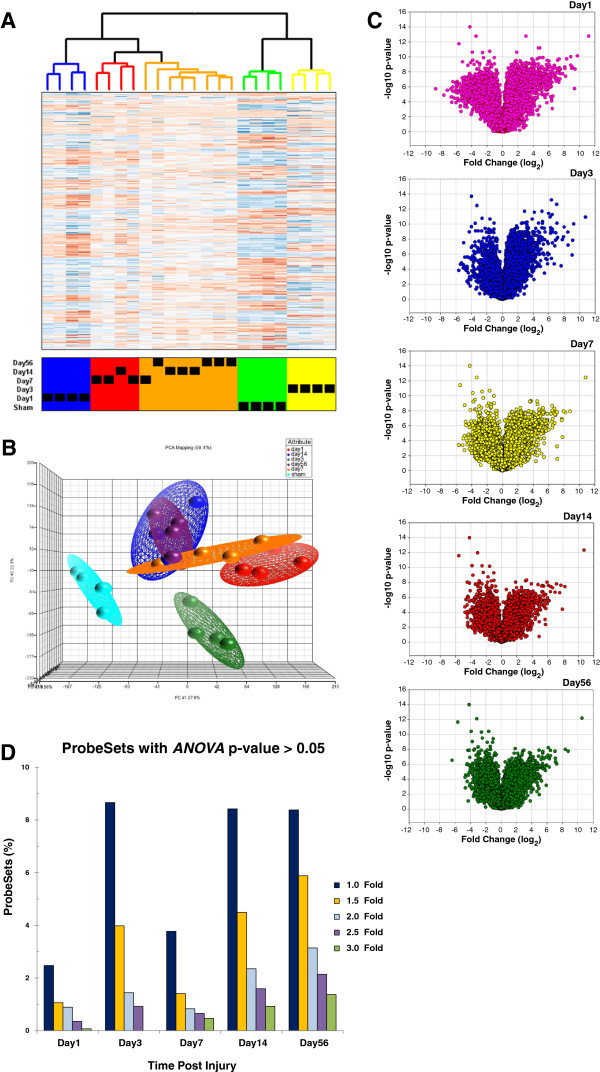
**Time - Point ProbeSet Data Analysis. A**. Unsupervised machine learning grouping of animals by expression. To visualize temporal patterns as well as inter-animal variability, unsupervised machine learning was employed followed by a divisive hierarchical clustering algorithm (DIANA) to cluster differentially expressed ProbeSets in any pair-wise contrast (see Methods). Finally, standard agglomerative hierarchical clustering was used to group animals. The result is visualized using the Heatplus package of BioConductor. Heatmap (columns: samples; rows: genes, in red and blue coloring, depicting up- and down-regulation respectively). **B**. Principal Component Analysis of Individual Time Point Transcripts. Using Partek GS version 6.5, we performed principal component analysis (PCA) of the 33042 transcripts on the 230 2.0 GeneChip array for all animals at each time point to assess variability of the data across individual animals and time points. There are inter-individual differences but eclipses show that there are no outliers in our experiment. Additionally, the eclipses of Day 7, 14 and 56 cross each other, which indicate some level of commonality between these time points, as was evidenced and shown in the tree view of the heat map. **C**. Volcano plots of fold change values of all 33042 ProbeSets vs. transformed (− log_10_) ANOVA *t* test p-values. Individual time point data were plotted for comparison. ANOVA *t* test p-values for pair-wise contrasts between each time point data relative to sham were calculated and transformed to - log_10_ values and plotted against fold change values. **D**. Percentage of ProbeSets with ANOVA *t* test p-values higher than 0.05. The percentage of ProbeSets with p-values higher than 0.05 was calculated at all time-points and plotted at various fold change values.

Data normalization and expression/signal value determination resulted in a list of all 31,099 ProbeSets, their fold change values relative to sham (in Log_2_ scale), and associated ANOVA *t* test p-values across the time points. Volcano plots of the corresponding fold change values against transformed (−log_10_) p-values for every time point are displayed in Figure 1C. As shown, all volcano plots display a normal distribution of ProbeSets with fold change values from −8.7 to 11.2 for down- and up-regulated genes, respectively. 

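Among the deposited values the largest rise belongs to Ifitm1, an interferon-induced membrane protein that restricts virus entry, and the deepest fall to Chodl, a lectin of fast motor neurons. Ifitm1 went from 2.08 ± 0.33 in sham cord to 13.30 ± 0.24 on day 1 (mean ± SD of log2 values, n = 4 each; log2 fold change 11.21, SE 0.39, adjusted p = 1.96e-13; probe set 1372013_at) and was still 10.56 higher on day 56. The sham level lies below that of control probe sets without a target (2.62 to 2.91), so the size of the rise is not exact. Chodl dropped by 8.68 on day 1 (SE 1.07, adjusted p = 1.57e-06) and by 5.69 on day 7.

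The 4 injured and the 4 sham values did not overlap for 6634, 5740, 7806, 5158 and 5182 genes on days 1, 3, 7, 14 and 56, where 2.86% of the 14218 genes would separate by chance.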

The shape of the volcano plot changes as time post-injury goes by. Thus, day 3 ProbeSet data plots are not as populated, especially on the down-regulated area and are less similar to other data points. 

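By counts against sham, the lower side held fewer neuronal genes and more genes of the meninges on day 3 than on day 1. For the meninges this rests on counts alone. Vtn, the plasma and pericyte protein vitronectin, fell by 4.86 (adjusted p = 6.75e-05), Fmod, a collagen-binding proteoglycan of the meninges, was at −5.04 (adjusted p = 2.13e-05), and Slc15a2, a peptide transporter of astrocytes and the choroid plexus, at −5.28 (adjusted p = 1.2e-05). On days 1, 3, 7, 14 and 56, 2, 0, 1, 1 and 3 of 17 meningeal and arachnoid genes were higher than in sham and 4, 8, 4, 1 and 0 lower (the same counts when adjusted over the list alone). That set stood below the remaining genes on day 3 (camera adjusted p = 0.00776; adjusted p = 0.458 with an estimated correlation).

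Of genes passing the test with a change of at least 1, 887 were lower on day 3 and 1540 on day 1, against 1513 and 2234 higher.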

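The macrophage folate receptor Folr2 and the lysosomal phospholipase Plbd1 were nearly as high a week after the clip as on the day after it, with a gap in between. Folr2 was 9.09 higher than in sham on day 1 and 8.18 on day 7, but 3.76 on day 3 (SE 0.62). Plbd1 stood at 8.10 and 7.94 on the 2 days and at 0.56 (adjusted p = 0.424) on day 3.

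Across the 14218 genes, log2 fold changes on day 1 correlated with those on day 7 at 0.918 and with those on day 3 at 0.725. Shared sham arrays add a covariance of 0.0297 in simulated unchanged groups, where 1.28 and 0.940 were found.

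**Figure D1:**
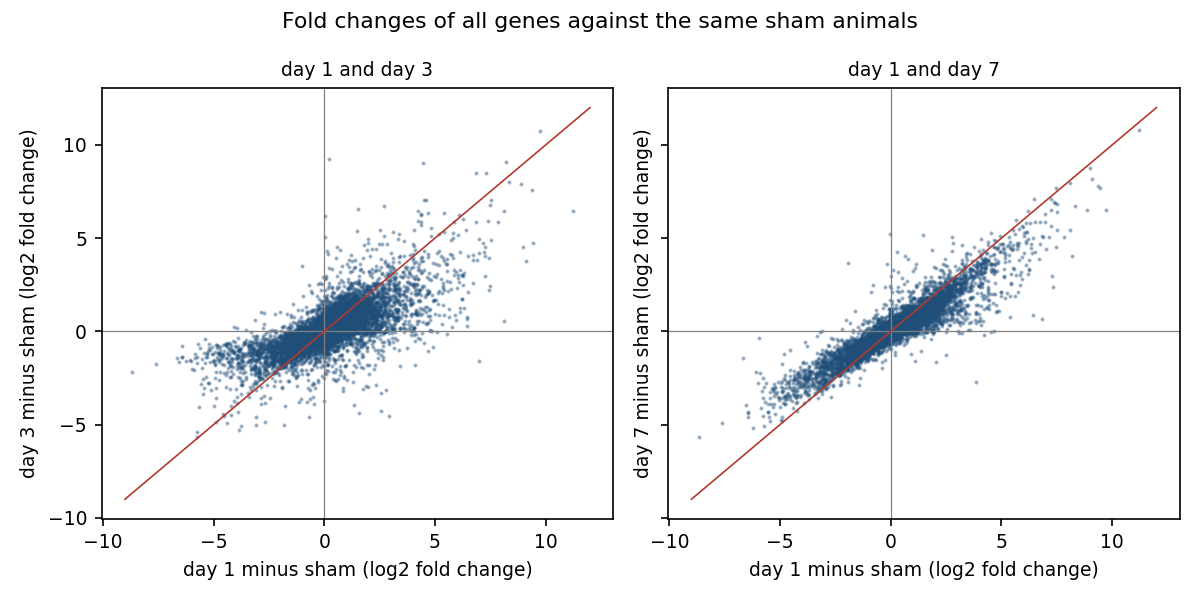
Log2 fold changes against sham of 14218 genes, day 1 on the horizontal axis and day 3 (left) or day 7 (right) on the vertical axis. Each point is a gene and the red line marks equal change. The points lie closer to a line for day 7 (r = 0.918) than for day 3 (r = 0.725).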

The day 1 plot, on the other hand, looks more similar to the day 7 volcano plot. 

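Weeks after the clip, Lilrb4 and Apobec1 still stood far above sham. Lilrb4, an inhibitory receptor of myeloid cells, was 7.16 higher than in sham on day 14 and 7.02 on day 56, and Apobec1, an RNA-editing deaminase of macrophages and gut, 6.37 and 6.30. The cytoplasmic protein Ankrd34b fell by 4.78 and 4.61 (adjusted p = 1.67e-05 and 2.34e-05).

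Log2 fold changes on the 2 days correlated at 0.947 over all genes (covariance 0.788, with 0.0304 in simulated unchanged groups that share the sham arrays). Days 7 and 14 correlated as closely, at 0.948.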

The more chronic data points of day 14 and day 56 look more similar to each other than to earlier data points.

Examination of the number of ProbeSets with marginal ANOVA *t* test p-values gave an estimate as to the reliability of data obtained. Thus, we analyzed our data for the number of ProbeSets with ANOVA *t* test p-values higher than 0.05 at different fold change values (Figure 1D). We found that the majority of changes in gene expression with significance levels of p > 0.05 generally belong to ProbeSets with lower fold change values. For example, the number of ProbeSets with ANOVA *t* test p > 0.05 did not exceed 6% of the total number of ProbeSets, irrespective of the fold change values. At a more stringent significance level of p ≤ 0.001, however, it would be necessary to filter out the ProbeSets with expression values less than 2 fold changes in order to keep the number of filtered ProbeSets around 10% or less across the time points (data not shown). Thus, filtering the data with higher fold change values automatically targets for transcripts with smaller *t* test p-values. Based on the results presented in Figure 1D, we performed the functional analysis on the ProbeSet data with fold change values of  ≥ 1.5 and p ≤ 0.05.

### Analysis of gene set data

To explore our data at gene level, additional analysis and filtering was performed on the resulting file of 31,042 ProbeSets as mentioned earlier. In order to finalize the gene set data at different time-points for functional analysis, those transcripts with ANOVA *t* test p-values ≥ 0.05 were removed from the initial list and the resulting data were analyzed using STEM so that fold change values for genes with multiple ProbeSets are averaged based on the median values. Table 1 shows the results of this analysis by listing the number of deregulated transcripts at each time-point and at different fold change values (p ≤ 0.05). For example, on day 1 post-injury, there are 2,500 transcripts with at least 1.5 fold changes in expression level. This number diminishes significantly on the following days to about half, but nevertheless, stays at a significantly high value, more than 1,000 transcripts, even at 8 weeks post-injury (Table 1). 

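Part of the day 1 response is gone within a week and part is still there after 8 weeks. Fosl1, a subunit of the AP-1 transcription factor, rose by 4.52 on day 1 and 7.03 on day 3 and was at −0.05 on day 7. Socs3, the brake on cytokine signalling through STAT3, did the same (2.63 and 4.67, then 0.33). Clec7a, a receptor of microglia and macrophages for fungal glucans, was instead 5.93 up on day 1 and 5.94 on day 56 (adjusted p = 2.42e-07 and 1.16e-06).

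At the study's threshold of log2 1.5, 2427, 1233, 1451, 1267 and 1256 genes were found on days 1, 3, 7, 14 and 56. At an adjusted p under 0.05 without a fold threshold the counts were 7012, 5739, 7611, 4558 and 4563.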

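On the day after the clip the largest changes of single genes include gains of immune transcripts and losses of neuronal ones. Cd300c2, a receptor of myeloid cells, was 9.36 higher (adjusted p = 1.45e-06) and Slpi, an inhibitor of neutrophil elastase, 8.20 (adjusted p = 3.2e-08). Lynx1, which damps nicotinic receptors in neurons, and Scn4b, a sodium channel subunit, each fell by 6.44 (adjusted p = 8.63e-07 and 1.74e-07).

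Of the genes passing the test on day 1, 4109 were higher and 2903 lower (58.6% higher). On day 7 43.9% were higher, a share that moved to 53.2% after quantile normalization, 64.5% after median centring and 60.3% without dim probe sets.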

The majority of gene expression changes are up-regulations especially on day 1 post-injury. Although the total number of deregulated transcripts is reduced to about 1,304 on day 3, the ratio of up- vs. down-regulations is increased significantly (1.9 on day 3 compared to 1.5 on day 1). 

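Neuronal transcripts were among those that left the lower side on day 3. Nefh, the heavy neurofilament of large axons, fell by 5.84 on day 1 and was at −1.21 (adjusted p = 0.281) on day 3. Kcnc1, a potassium channel of fast-spiking neurons, stood at −6.43 and −1.39 (adjusted p = 0.175).

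At log2 1.5 the study's rule gave 1440 genes up and 987 down on day 1 and 795 and 438 on day 3, ratios of 1.46 and 1.82. Without the fold threshold the share of higher genes was 58.6% on day 1 and 58.6% on day 3, with 61.4 and 67.0% after median centring, 59.8 and 62.5% without dim probe sets and 58.6 and 52.5% by the methods' t-test, so whether it rose depends on the setting.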

Between day 7 and day 56 post-injury, changes in the spinal cord transcriptome tend to approach a steady state. 

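Some genes still moved after the first week. Casr, the calcium-sensing receptor, was at the sham level on days 1 and 3 (−0.05 and −0.09), rose by 5.24 on day 7, and fell by 4.17 from day 7 to day 14 (SE 0.37, adjusted p = 1.22e-05). Tnfrsf12a, the receptor for the cytokine TWEAK, fell by 2.34 from day 14 to day 56 (adjusted p = 5.13e-06), from 2.59 above sham to 0.25. Dpysl4, a growth cone protein, fell by 2.36 from day 7 to day 14 (adjusted p = 0.00375).

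By the paper, changes tend towards a steady state between days 7 and 56. Compared directly, 3981 genes differed between days 7 and 14, of which 97.1% by less than 1 and 2985 with a log2 mean under 5, and 48 differed between days 14 and 56 (limma, 2210 with unadjusted p under 0.05). The first count depends on the setting, with 268 after quantile normalization, 1111 after median centring, 70 without dim probe sets and 220 with 3 arrays left out, a choice made after seeing the values. The second ran from 9 to 73. These counts by adjusted p alone therefore do not settle whether a steady state was approached. With a change of at least 1 as well, 2090 genes differed between days 1 and 3 and 1688 between days 3 and 7. The later numbers were 116 between days 7 and 14, 31 between days 14 and 56 and 331 between days 7 and 56. Large changes were thus fewer after day 7. Of the 3981 genes called between days 7 and 14, 77.9% were higher on day 14. The share was 76.5% after quantile normalization, 30.7% after median centring and 21.4% without dim probe sets.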

The finding that variations in the number and level of transcripts’ deregulations were highest during day 1 and day 3 is consistent with the fact that most signaling responses to the damage incurred by mechanical impact and compression are communicated within the hyperacute and acute stages of the trauma.

**Table 1:** Time-point gene set data analysis at different fold change criteria (p ≤ 0.05)

**Time-points**	**≥ 1.0 fold change**	**≥ 1.5 fold change**	**≥ 2.0 fold change**
**Day1**			
Up	2430	1511	972
Down	1579	989	620
** Total**	**4009**	**2500**	**1592**
**Day3**			
Up	1687	864	502
Down	940	440	208
** Total**	**2627**	**1304**	**710**
**Day7**			
Up	1593	922	615
Down	1062	581	322
** Total**	**2655**	**1503**	**937**
**Day14**			
Up	1126	696	479
Down	1056	577	327
** Total**	**2182**	**1273**	**806**
**Day56**			
Up	1173	729	482
Down	995	537	284
** Total**	**2168**	**1266**	**766**

Transcripts with ANOVA *t* test p-values ≥0.05 were removed from the initial list and the resulting data were analyzed using STEM to average the fold change values based on the median of fold changes for genes with multiple probe sets. ProbeSets with different fold change values combined with ANOVA *t* test p-values ≤0.05 were considered for this analysis.

We next examined the nature of deregulated transcripts at different time-points relative to each other. Figure 2 (A-D) depicts the Venn diagrams with overlapping regions demonstrating the number of common genes showing changes at various time points as well as time-point specific genes. 

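Some genes were raised on days 1 and 7 and not on day 3. Trem2, the microglial receptor for lipids and dying cells, was 4.11 higher than in sham on day 1 and 3.87 on day 7, and −0.51 (adjusted p = 0.244) on day 3. Bcl2l11, which encodes the death-promoting protein BIM, was 3.39 and 4.14 higher, with −0.99 (adjusted p = 0.113) between.

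At log2 1.5 day 1 shared 869, 1342, 1132 and 1066 genes with days 3, 7, 14 and 56, of which 554, 802, 607 and 592 up and 294, 537, 523 and 465 down in both. Independent lists would share 80.5, 88.5, 70.2 and 73.1 up and 30.4, 40.0, 39.9 and 37.1 down. Unchanged groups simulated against the same sham arrays shared 2.95 to 3.55. Their lists held only about 19.2 genes, so this number is no chance level for lists of the real size. With 2 sham rats for each day the counts ran 819 to 906, 1284 to 1367, 1010 to 1136 and 932 to 1067. In the diagram of days 1, 3 and 7, 752 genes belonged to days 1 and 7 alone and 279 to days 1 and 3 alone.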

In terms of gene contents, the day 1 pattern of gene expression is more similar to day 7 as is evidenced by 760 common genes between day 1 and day 7, compared to 317 between day 1 and day 3, 186 between day 1 and day 14 and 113 between day 1 and day 56. On the other hand, each time-point has unique genes, whose expressions do not appear to change at other time points. This observation supports the notion that, although some processes that are invoked early after SCI may stay active throughout the acute or chronic phase, there are unique features to the early response genes that are dramatically different from the response in the following days or weeks post-injury. Additionally, deregulated transcripts on day 14 and day 56 were found to be very similar to each other with approximately 82% of the genes showing changed expression being identical at these two time-points. This result was also predicted from the heat map (Figure 1A). This indicates that the biological processes in response during the chronic phase of SCI remain constant.

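Day 3 and day 56 each had genes of their own. Bmp2, a growth factor that drives bone formation and astrocyte fate, rose by 4.37 on day 3 (adjusted p = 8e-08) and was within 0.70 of sham on the other days. Cidea, a lipid-droplet protein, rose by 2.32 on day 56 (adjusted p = 8.04e-08) and was at 0.02 on day 7. Fcnb, the ficolin of neutrophils and monocytes, rose by 6.42 on day 1 (adjusted p = 1.15e-08) and not after it (0.28 on day 3).

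At the study's threshold of log2 1.5, 677, 304, 33, 28 and 67 genes belonged to days 1, 3, 7, 14 and 56 alone, and 409 were changed on all 5 days.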

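Ctsk and Slc32a1 show the late pattern. Ctsk, a collagen-degrading cathepsin, was 4.62 higher than in sham on day 14 and 5.37 on day 56, and Slc32a1, the vesicular transporter of GABA and glycine, fell by 4.46 on each of the 2 days (adjusted p = 1.06e-06 and 9.79e-07).

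At log2 1.5 the 2 days shared 1044 genes, 82.4% of the day 14 genes and 83.1% of those of day 56, 590 up and 453 down. Independent lists would share 35.2 up and 21.6 down. Unchanged groups simulated against the same sham rats shared 4.20, from lists of only about 19.6 genes. When each day was set against its own 2 sham rats, 924 to 976 genes were shared.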

**Figure 2:**
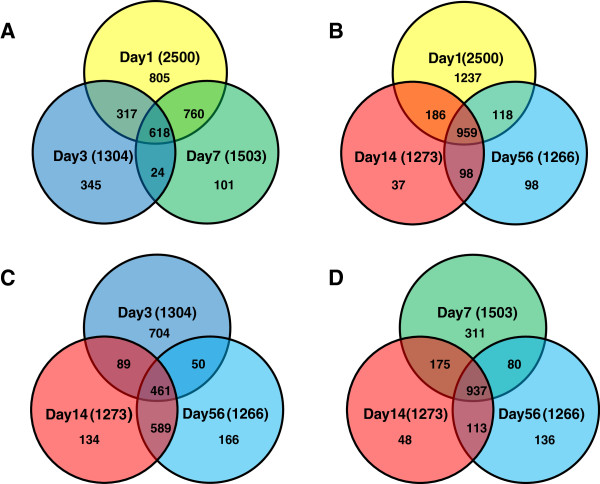
**Time-Point Gene Set Data Analysis. A-D**. Relationship between the nature of deregulated transcripts at different time points. Deregulated transcripts (fold change ≥ 1.5) at each time point were examined for common and unique genes using a Venn diagram. Overlapping areas represent common genes between different time points. Day 1 deregulated genes were compared with day 3 and day 7 transcripts in **A**, and with day 14 and 56 in **B**. Day 3 and Day 7 deregulations were compared with both day 14 and day 56 in **C** and **D**, respectively. The transcriptome on day 1 is more similar to day 7 and less similar to days 3, 14 or 56. Additionally, day 14 and 56 deregulations are the most similar to each other with about 82% of the genes common between the two time points.

### Time-series expression profile clustering by STEM

As our data were collected at different time-points, we performed time-series expression profile clustering to search for common temporal expression patterns. To allow clustering at a reasonable number of possible model profiles, the parameter for “STEM clustering method”, “model profiles” was set to 50 and 2 was selected as the “maximum unit change between time points”. To facilitate interpretation of our data in the context of previous microarray studies, we used a cut-off of 1.5 fold change (up and down) as has been previously reported [36-38]. Additional file 1: Figure S1 depicts the results of the 50 expression profiles obtained with STEM, at 1.5 fold change benchmark value relative to sham controls. The profiles are shown in decreasing order of significance of clustering by STEM, from the lowest to the highest p-values. 

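The most common course was an early rise that stayed, with a drop on day 3, and the next an early fall that was deepest on day 1 and smallest on day 3. Ctsz, a lysosomal cathepsin, followed the first (3.53, 1.68, 2.89, 2.36 and 2.46 on days 1, 3, 7, 14 and 56, SE 0.29), and Slc5a7, the choline transporter of motor neurons, the second (−5.33, −2.46, −4.06, −3.28 and −3.28).

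In a re-implementation of the clustering with 50 model profiles, 8 profiles held more genes than expected with an adjusted p under 0.05. Of these, numbers 44, 46, 45, 41 and 48 are also among the paper's. Profile 44 held 569 genes where 57.0 were expected, and profile 8, of genes that fell, 445 where 53.2 were expected. The test takes time 0 as free of error, and in simulated unchanged genes it then called 7 of 50 profiles.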

Eight expression profiles were statistically significantly enriched relative to the number of genes that would occur in these profiles by chance alone. As shown, the corrected p-values range from the lowest for profile 44 to the highest for profile 2. Table 2 summarizes the number of significantly deregulated transcripts across all time-points with respect to the two criteria of “Maximum Number of Missing Values” and “Minimum Absolute Expression Change (from Zero)”. As shown, at the most stringent condition of “zero” missing values, 1,251 genes pass the filtering criteria of 1.5 fold change, of which 1,074 genes (86%) were clustered in the 8 expression profiles and the remaining 177 genes (14%) were assigned to other non-significant profiles. 

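Genes measured as changed on all 5 days include Atf3, a transcription factor of axon injury (6.10, 6.25, 5.31, 5.50 and 5.43 on days 1, 3, 7, 14 and 56, largest adjusted p = 3.37e-08), and Hecw1, a ubiquitin ligase of neurons (−4.89, −3.05, −4.61, −4.63 and −4.28, largest adjusted p = 5.5e-07). With no missing value allowed, 1547 genes passed at log2 1.5, and 1344 of them (86.9%) fell into 9 profiles.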

We performed our time-series analysis allowing 1 missing value (Additional file 1: Figure S1). This resulted in 2,058 genes passing the filtering criteria with 85% of deregulated transcripts assigned to eight expression profiles 44, 6, 46, 1, 0, 48, 41 and 45.

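Allowing a missing day lets in genes that return to the sham level once, as Gusb, a lysosomal enzyme, with 3.71 on day 1, 0.13 (adjusted p = 0.772) on day 3 and 3.58, 3.68 and 3.59 on days 7, 14 and 56. With 1 missing value, 2307 genes passed, and 1861 of them (80.7%) fell into the 8 profiles found here.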

**Table 2:** Time-series gene set data analysis by STEM at different fold change criteria (p ≤ 0.05)

**No. missing values allowed**	**≥ 1.0 fold change**	**≥ 1.5 fold change**	**≥ 2.0 fold change**
0	1820	1251	831
1	3066	2058	1367
2	3916	2507	1615
3	4577	2848	1829
4	5050	3087	1958

Fold change values with ANOVA *t* test p-values ≥0.05 were removed from the initial list and the resulting data were analyzed using STEM for time-series expression analysis at different values for the “Maximum Number of Missing Values” parameter.

To simplify the graphical presentation of the data, fold changes in expression values for all genes associated with only the statistically significant profiles were averaged and plotted against the post-injury observation time points (Figure 3A-H). Two broad profile classes become apparent from these data: "up-down/down-up genes” (Figures 3A-E) and “fluctuating genes” (Figures 3F-H). The “up-down” category comprises the cluster of profiles that share a pattern of up-regulation early after injury over the course of 24 hours (profiles 45, 46 and 48). In these profiles, the early response is subsequently followed by down-regulation of the genes clustered in these profiles. This occurs gradually, approaching a steady level at normal or higher than normal values. Although genes in profiles 45 and 48 were allocated to two separate expression profiles by STEM, visual examination indicates striking similarities between the two profiles. Patterns of late phase expression in these profiles look similar to each other as the late expression values of almost all gene transcripts in both profiles approach values comparable to those of the sham animals. For many genes in profile 46 the pattern is different as the transcript levels of about 50% of genes in this profile remain up-regulated throughout the course of the study and also at the end of 8 weeks, hence their functions seem essential not only in the acute and subacute phase but also during the chronic stage of the injury. 

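Hmox1 and Bid are among the genes of profile 46. Hmox1, the heme-degrading enzyme, was 8.87, 7.92, 6.52, 5.24 and 5.07 higher on days 1, 3, 7, 14 and 56 (SE 0.58, largest adjusted p = 2.64e-06; probe set 1370080_at). Bid, a link between death receptors and mitochondria, was 2.71, 1.68, 2.09, 1.48 and 1.85 higher on the same days.

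Of the 271 genes placed in this profile here, 34.7% were still up by 1.5 on day 56 and 58.7% by 1. The averages ran 2.55, 2.38, 1.70, 1.43 and 1.70.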

Profiles 1 and 0 are quite similar to each other as they display down-regulations of many genes on day 1, which stay at lower than normal levels even 8 weeks after injury.

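Gabrb2 and L1cam are among the genes that fell and stayed down. Gabrb2, a subunit of the GABA-A receptor, was −5.46, −3.36, −4.79, −4.86 and −5.16 against sham on days 1, 3, 7, 14 and 56 (SE 0.56, largest adjusted p = 8.95e-05), in profile 2 here. L1cam, an adhesion protein of axons, fell by less (−2.96, −1.01, −1.51, −1.39 and −1.76), in profile 8.

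Profiles 2 and 3 held 193 and 149 genes and stayed down throughout, with averages of −2.41, −1.89, −1.95, −1.64 and −1.74 and −2.15, −1.65, −1.56, −1.91 and −1.95.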

**Figure 3:**
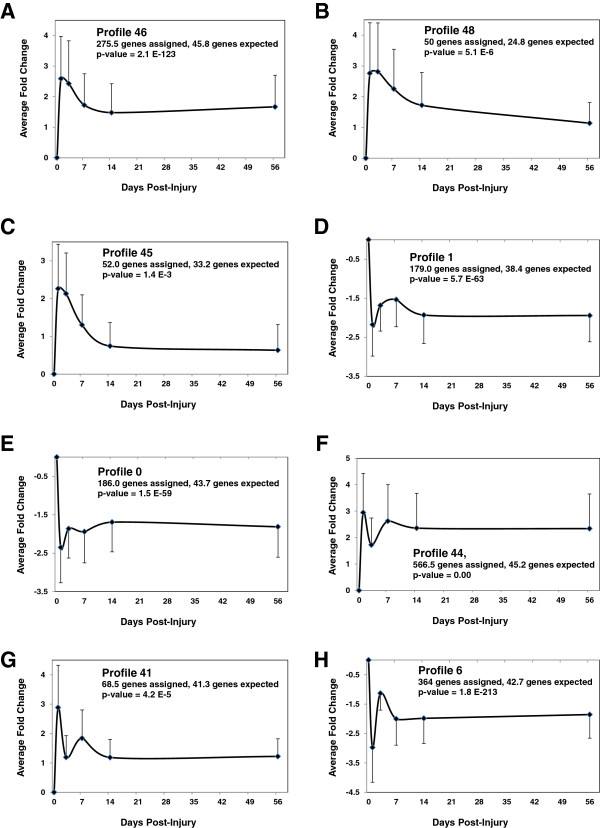
**Distinct Significant Expression Profiles Clustered by STEM. A-H**. Average fold change values for the genes in each cluster were plotted against the real time scale of the time-points post-injury. Error bars denote the standard deviation of the mean. Three classes of expression profiles are observed. Class I profiles **(A**-**C)** display an “up-down” pattern with the peak of up-regulation in 24 hours (profiles 45, 46 and 48) post-injury. The up-regulation is followed by decline of transcript levels, either sharply back to normal values (profiles 45 and 48) or gradually to higher than control values (profiles 46). Class II profiles (1 and 0) are quite similar to each other as they display down-regulations of many genes on day 1, which stay at lower than normal levels even at 8 weeks post-injury. Class III profiles **(E**-**H)** represent fluctuating profiles and are subdivided into two clusters. Cluster I (Profiles 44 and 41) is marked by an early increase in gene expression by day 1 followed by sudden decline in transcript level at day 3. In profile 44, this transient change in transcription level is followed by an escalating condition whereby the same transcripts are again up-regulated by day 7 and stay at higher than control values until 8 weeks post-injury. In cluster II (profile 6), a reverse phenomenon is observed, where the early event is a sharp decrease in transcript level and a follow up fluctuation pattern in gene expression. Despite fluctuations in gene expression levels, the transcript levels of genes in profiles 6 remain significantly lower than control levels throughout the course of experiment.

Class II profiles represent fluctuating profiles (44, 41 and 6), with a surprising but more complex pattern of gene expression, most notably during the 24–72 hours post-injury (Figure 3G-H). This results in a bi-phasic expression pattern, which falls into two main clusters. The first cluster comprises profiles 44 and 41 (Figure 3F-G) and is characterized by an initial up-regulation of gene transcript levels early on day 1, followed by a sharp decrease in gene expression on day 3. More than 53% and 83% of the genes in profiles 44 and 41, respectfully, displayed at least a 1.0 (Log_2_ scale) fold change reduction in transcript levels on day 3 compared to day 1. 

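Genes found in phagocytes are among those with the largest drops. Apoc1, an apolipoprotein of lipid-laden macrophages, fell by 8.56 from day 1 to day 3 (SE 0.69, adjusted p = 5.63e-08), from 11.57 ± 0.28 to 3.01 ± 1.00 (mean ± SD, n = 4 each; 4.59 ± 1.55 in sham; probe set 1368587_at). Plbd1 fell by 7.55 (adjusted p = 2.78e-08). Vav1, a signalling protein of blood cells, kept more of its rise (5.35 on day 1, 2.46 on day 3).

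Of the genes measured on both days, 64.8% of 398 in profile 44 and 78.1% of 64 in profile 41 were lower on day 3 by at least 1.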

For profiles 44 and 41, this bi-phasic pattern of gene expression is further followed by escalation of gene expression, which peaks at day 7 and stabilizes on day 14 onward. 

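The return by day 7 was close to the drop in some genes and smaller in others. Apoc1 rose by 7.46 from day 3 to day 7 (adjusted p = 1.52e-07) and Plxnc1, a semaphorin receptor of myeloid cells, by 5.93 (adjusted p = 4.17e-08), after a fall of 5.74. Tmem37 regained 4.32 of a fall of 5.78.

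Profile 41 averaged 2.66, 1.03, 1.69, 1.13 and 1.17 on days 1, 3, 7, 14 and 56, so its average on day 7 stayed below that of day 1.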

The second cluster only includes profile 6, which is essentially the mirror of profile 44 and comprise down-regulated genes (Figure 3H). It is characterized by an early and substantial down-regulation on day 1. Next, a period of recovery to normal transcript levels is observed that peaks on day 3 post-injury and then switches direction again and remains low through today 56. 

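Neuronal genes were nearer to sham on day 3 than on day 1. Scn1a, a sodium channel of interneurons, rose by 5.86 from day 1 to day 3 (adjusted p = 0.000502), from −7.61 against sham to −1.75 (adjusted p = 0.192), and was back at −4.93 on day 7. Nrn1, a growth-promoting surface protein of neurons, was at −1.61 on day 3 and −2.75 on day 7.

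The course corresponds to profile 8 here, with averages of −2.94, −0.99, −1.89, −1.93 and −1.81 on days 1, 3, 7, 14 and 56. On day 3 87.6% of 315 genes were higher than on day 1 by at least 1.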

Finally, detailed information in Figure 3 indicates that the majority of transcripts belong to profile 44 and 6 with up-regulated transcripts clustering in the former and down-regulated transcripts in the latter.

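Profile 44 took in innate immune genes such as Itgb2, the integrin chain of leukocytes (4.27 on day 1 and 3.40 on day 7), and Egr2, a transcription factor of macrophages and Schwann cells (3.79 and 2.57). The mirror profile took in Pygm, the glycogen phosphorylase (−4.57 and −2.39). Together profiles 44 and 8 hold the largest numbers of the 1861 clustered genes, and the next largest is profile 46.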

In summary, the following conclusions can be drawn from the cluster analysis of transcripts both at the ProbeSet and gene level following clip-compression injury of the spinal cord in rats:

– Major molecular events after introduction of clip-compression injury occur immediately and up to 72 hours post-injury

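Many genes of phagocytosis, lysosomes and connective tissue dropped on day 3, while some stress genes and neutrophil genes peaked on that day. Igf1, the growth factor made by microglia and macrophages in injured cord, was 2.56 higher than in sham on day 1, −4.26 on day 3 and 3.05 on day 7. Lum, the collagen-binding proteoglycan lumican, went from 2.91 through −4.54 to 3.51 (SE 0.70). Fabp4, a fatty acid carrier of macrophages and fat cells, went from 9.44 through 4.73 to 7.71, and S100a9, the neutrophil calgranulin, peaked on day 3 instead (6.84 and 8.48 on days 1 and 3).

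Counting a gene as bi-phasic when it changed by at least 1 on day 1, moved back from day 1 to day 3 and moved out again from day 3 to day 7, each with adjusted p under 0.05, gave 1056 genes, 633 up on day 1 and 423 down. The number ran from 786 without day 7 replicate 2 to 1401 without day 7 replicate 3. In the lists of phagocytosis, lysosome and extracellular matrix, 23 of 34, 23 of 26 and 20 of 32 genes were lower on day 3 than on day 1 by adjusted p, and 22, 22 and 20 higher on day 7 than on day 3. The macrophage list was divided, with 9 of 21 genes lower and 2 higher on day 3 than on day 1, 8 higher and 4 lower on day 7 than on day 3, and medians against sham of 3.59, 2.65 and 2.71 on days 1, 3 and 7.

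**Figure D2:**
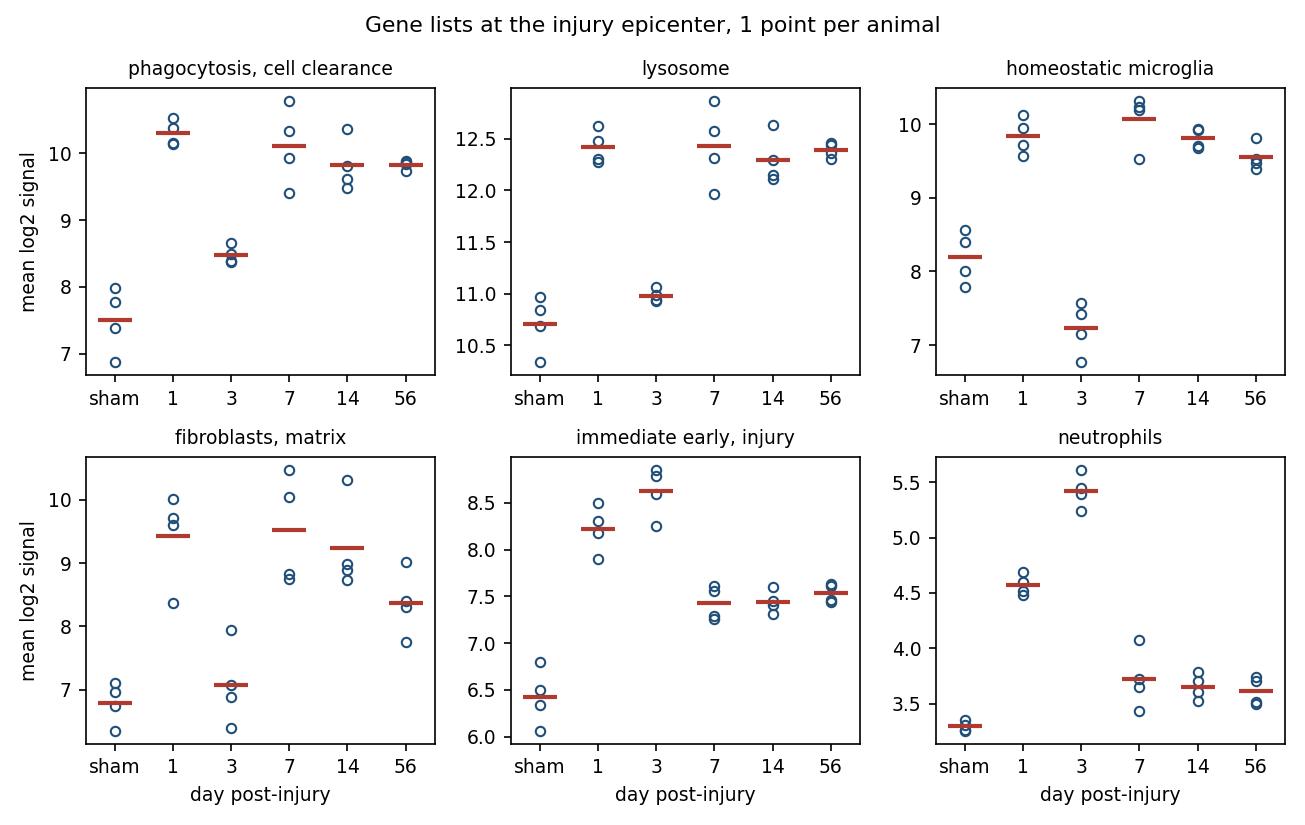
Mean log2 value of a gene list (vertical axis) in each rat (open points) of the sham group and of days 1, 3, 7, 14 and 56 (horizontal axis), with red bars for the mean of 4 rats. Phagocytosis, lysosome, homeostatic microglia and extracellular matrix genes dip on day 3 (lysosome median 0.03 on day 3 after 1.83 on day 1), and the means of immediate early and neutrophil genes are highest on that day.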

– For many transcripts a bi-phasic pattern of gene expression is observed, possibly due to switching mechanisms acting between day 1 and day 3 or a shift in the cellular origin of deregulated transcripts or the type of response elicited resulting in chronic deregulations of many genes. Therefore, for many transcripts, the late up or down-regulations seem to be distinct from the early response

– The early events seem to stabilize for most transcripts by 1 week post-injury, i.e. no more dramatic global changes in the average gene expression are observed and the level of expressions remains relatively constant.

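From the first week on few genes moved by much. Ms4a6bl1, a membrane protein of macrophages, was 7.10, 6.65 and 6.45 higher than in sham on days 7, 14 and 56 (largest adjusted p = 7.07e-08), and Cybb, the catalytic subunit of the phagocyte oxidase, 5.80, 5.99 and 5.77 (SE 0.62).

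By the study's rule at log2 1.5, 1243 genes differed between days 1 and 3 and 1016 between days 3 and 7. The numbers were 56 between days 7 and 14, 68 between days 14 and 56 and 237 between days 7 and 56.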

### GO enrichment analysis of deregulated genes

#### *Choice of reference association file*

Gene Ontology (GO) enrichment analysis was preferred as the method of choice for functional analysis of the list of deregulated genes as it is based on a controlled vocabulary of terms at all three domains of “Biological Process” (BP), “Molecular Function” (MF) and “Cellular Compartment” (CC). Initially, gene association files from RGD or EBI were analyzed for the number of rat genes that are annotated at each of the three domains (BP, MF and CC) and compared with the list of significantly (ANOVA *t* test p ≤ 0.05) deregulated genes (Fold Change ≥ 1.0 and 1.5) at each time point. We found that about 70-75% of deregulated transcripts were annotated for all three domains of GO, in reference to the RGD association file whereas the association file from EBI only annotated 55-65% (data not shown). This implies that a minimum of 25-30% of significantly deregulated transcripts are not annotated (in any BP, MF or CC domains) in any gene ontology association files and thus are not considered for analysis regardless of the type of software platform used to perform GO enrichment analysis. Therefore, due to its more extensive annotation coverage, GO enrichment analysis in this study was performed in reference to the RGD association file.

#### *Fold change and p-value criteria affect the number of enriched terms*

GO enrichment analysis can result in numerous enriched GO terms with overlapping or redundant terms making the reduction and prioritization task difficult. Depending on the fold change value criteria, which determine the number of deregulated transcripts, the number of enriched GO terms can vary. In order to rationalize an approach where meaningful numbers of GO terms are achieved, we first examined how the parameter of fold-change in expression can affect the number of enriched terms. We chose to perform this preliminary analysis in a time-series fashion, meaning that deregulated transcripts with significant fold change values (ANOVA *t* test p ≤ 0.05) across all time-points were considered and only one missing value was permitted. Thus, deregulated transcripts at 1–4 fold change values in at least one time point were separately subjected to GO Biological Process (BP) enrichment analysis (minimum GO level of 3, minimum number of genes of 5) and the number of GO terms were plotted as a function of fold change in expression (Figure 4A). As shown, this time-series analysis at 1.0, 1.5 and 2.0 fold change values resulted in very high numbers of enriched terms, e.g. 698, 649 and 720 GO terms (with the adjusted p-values ≤ 0.001), respectively. Setting the fold change criteria to higher values did not limit the number of GO terms as it only gradually declined (Figure 4A). For example, GO enrichment analysis on the list of transcripts with 2.5, 3.0, 3.5 and 4.0 fold change values resulted in 625, 590, 487 and 276 terms (p ≤ 0.001), respectively. It is interesting to note that significant reduction in the number of GO terms is not achieved until much higher fold change values are considered, e.g. 4 fold in Log_2_ scale (64 fold in normal scale), which also significantly reduces the number of deregulated transcripts included in the analysis (data not shown). However, examining the number of terms at lower p-values remarkably reduced the number of GO terms, although similar trends across different fold change values were observed (Figure 4A). For example, changing the p-value parameter from 10^-3^ to 10^-4^ reduced the number of enriched GO terms to about half or even less, at all fold change values (Figure 4B). Therefore, it seems that the logical approach for enrichment analysis in regard to the fold change and p-value criteria is to include all transcripts with even lower fold change values to include higher number of genes and especially to avoid excluding potential key regulatory genes in the analysis, which may not have displayed dramatic changes in expression. Finally, although the actual size p-value cutoff seems to be a much more important parameter in limiting the number of enriched GO terms to a workable value, it may not help with prioritization of the enriched terms and their specificity.

**Figure 4:**
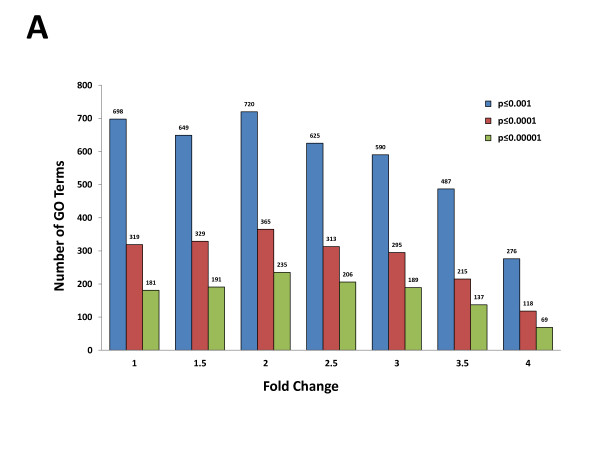
**Time-Series Gene Ontology (GO) Enrichment Analysis of Deregulated Transcripts after SCI. A**. Number of enriched GO terms as a function of fold change and p-value of enrichment parameters. Filtering criteria in STEM were set to different values between 1 and 4, and the number of Biological Process GO terms with corrected p-values of ≤ 0.001, ≤0.0001 and ≤ 0.00001 were calculated and plotted. **B**. Distribution of enriched GO terms with to GO levels 3–20. GO enrichment analysis was performed on transcripts with a minimum of 1.5 fold changes in expression (ANOVA *t* test p ≤ 0.05). This resulted in 329 and 649 enriched GO terms at p-value cutoffs of 0.0001 and 0.001, respectively. Enriched Biological Process GO categories were positioned on the directed acyclic graph (DAG) structure of the gene ontology hierarchy. The number of significant GO terms at every GO level at were plotted and also shown on top of each bar. Note that at p ≤ 0.001, no GO terms were obtained at GO levels 15–17.

#### *GO level criteria and term specificity*

Gene ontology hierarchy consists of a tree of inter-related terms in a distinct structure called a directed acyclic graph (DAG). In GO tree hierarchy, the terms Biological Process, Molecular Function, and Cellular Component are at level 1. Therefore, more general parent terms are at the top of the hierarchy with lower GO level values and higher GO level values are assigned to more specific child terms. Unless more than one parent is assigned, GO level can be considered as a constant value for each term. As GO level values refer to the position of the enriched terms in the GO hierarchy tree, they can define the specificity or granularity of a given GO term and thus are a valuable parameter for terms prioritization and for inferring biological meaning from GO enrichment analysis [39]. To determine the position of each of the enriched GO terms in the DAG structure of the gene ontology hierarchy, we performed GO Biological Process (BP) enrichment at GO levels between 20 and 3, using STEM. This led to multiple lists of enriched and overlapping GO terms at each level of GO hierarchy. Using this approach, a single GO level was assigned to every GO term. Figure 4B depicts the distribution of all 649 and 329 GO terms obtained at p ≤ 0.001 and p ≤ 0.0001 cut offs, respectively, against their corresponding GO levels. As shown, the enriched terms show a distribution curve that is close to normal against different GO levels though it is slightly skewed at the higher GO level value side. The majority of terms were obtained when GO level parameter was set to 11 and less. On the other hand, examining levels lower than 5 led to GO terms with lower p-values at the cost of more general terms with much broader information about the function of genes in that category (data not shown). It should be mentioned that, although more general terms offer less specific information about the actual biological functions of deregulated transcripts in the list, their significance level, marked by their p-value of enrichment, along with their GO level can help delineate how the specific terms are related to the correct parental signaling pathways or biological processes.

#### *Time-series vs. Time-point analysis*

Temporal analysis of gene expression may imply analysis of gene lists in either a time-series and/or a time-point fashion. Although STEM has been designed for time-series expression profiling prior to GO enrichment, it can also be used for time-point GO enrichment analysis. In the time-series approach, clustering by STEM produces significant expression profiles followed by enrichment analysis of the list of genes in each expression profile. The complication with time-series analysis is that not all transcripts have accepted ANOVA *t* test p-values (e.g. p ≤ 0.05) and thus the insignificant expression values must be removed from the original data prior to STEM analysis. To resolve the issue of many transcripts with missing values across all time-points, STEM offers the option to set the missing value parameter. However, depending on the selected value, this may ultimately reduce the total number of deregulated genes included in the functional analysis. In the time-point approach, however, the input file is the list of genes that belong to a specific time-point, in which case the number of missing values is not an issue. In this study, the time-point GO enrichment analysis was employed to discover common up- and down-regulated biological processes across the time-points as well as possible unique processes to each time-point. The output GO terms were used for inter-relationship analysis and or visualized as a scatter plot or interactive graph using REViGO [40].

#### *Time-series GO enrichment*

Based on the results obtained from analysis of the effects of fold change, p-value cut off and GO level criteria, the pool of deregulated transcripts throughout all time-points was analyzed by setting the GO level at different values with the intention of obtaining more specific categories. The enrichment analysis at p-value cutoff of 10^-4^ on transcripts with a minimum of 1.5 fold changes in expression (ANOVA *t* test p ≤ 0.05) resulted in a significant reduction of the number of enriched GO terms to 329 at GO level 3 and higher. Within this collection of enriched GO terms, there are 267 terms whose GO levels are 5 and higher. The 329 and 267 terms along with their p-values were further summarized independently by the REViGO reduction analysis tool that condenses the GO description by removing redundant terms [40]. The results of these further reductions are visualized in Figures 5. Only categories with lower dispensability and frequency, i.e. more uniqueness are shown. As shown, more general terms such as adaptive and innate immune response, immune effector process, cell-cell signaling, cell communication, cell adhesion, cell activation and phagocytosis are significant at level 3 and higher (Figure 5A). 

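Many neuronal and synaptic transcripts fell, and the fewest on day 3. Ina, the neurofilament partner alpha-internexin, was −5.29 on day 1, −1.22 (adjusted p = 0.164) on day 3 and −3.22 on day 7, and Htr2c, a serotonin receptor of motor neurons, −6.55, −1.65 (adjusted p = 0.176) and −3.96. Ripk1, a kinase that passes death-receptor signals to NF-kappaB, rose on all days (2.44, 1.55, 1.95, 1.71 and 1.81, SE 0.32).

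Of 40 genes of synaptic transmission, 0, 0, 0, 0 and 0 were higher than in sham on days 1, 3, 7, 14 and 56 and 34, 19, 37, 30 and 27 lower (34, 23, 38, 31 and 30 lower when adjusted over the list alone). This set stood below the remaining genes on days 1, 3, 7, 14 and 56 (camera adjusted p = 2.51e-14, 3.46e-06, 1.86e-10, 2.31e-12 and 1.01e-09; adjusted p = 0.201 at the smallest with an estimated correlation). Among 28 neuronal genes, 0, 1, 0, 0 and 0 passed the test as higher on days 1, 3, 7, 14 and 56 and 25, 8, 24, 23 and 23 as lower (25, 7, 25, 25 and 25 lower when adjusted over the list alone). The neuronal list stood below the remaining genes on days 1, 3, 7, 14 and 56 (camera adjusted p = 2.38e-11, 0.00452, 3.76e-08, 9.24e-12 and 1.32e-09; adjusted p = 0.201 at the smallest with an estimated correlation). On day 14, replicate 3 stood apart in both lists. Its mean was 5.75 for neuronal genes, against 7.52 to 7.87 in the other day 14 rats. For synaptic genes its mean was 5.69 against 6.95 to 6.99. From day 1 to day 3, 23 of the neuronal genes rose and 0 fell. On days 1, 3, 7, 14 and 56, 0, 1, 0, 0 and 0 of 17 astrocyte genes were higher than in sham and 15, 10, 13, 4 and 3 lower (15, 16, 13, 4 and 3 lower when adjusted over the list alone). That list stood below the remaining genes on days 1, 3, 7 and 14 (camera adjusted p = 3.39e-08, 0.000123, 0.00165 and 0.000634; adjusted p = 0.201 at the smallest with an estimated correlation) and did not pass on day 56 (0.114). In the NF-kappaB pathway 14, 10, 11, 8 and 11 of 14 genes were higher on those days and none lower (14, 10, 11, 11 and 11 higher when adjusted over the list alone).

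**Figure D3:**
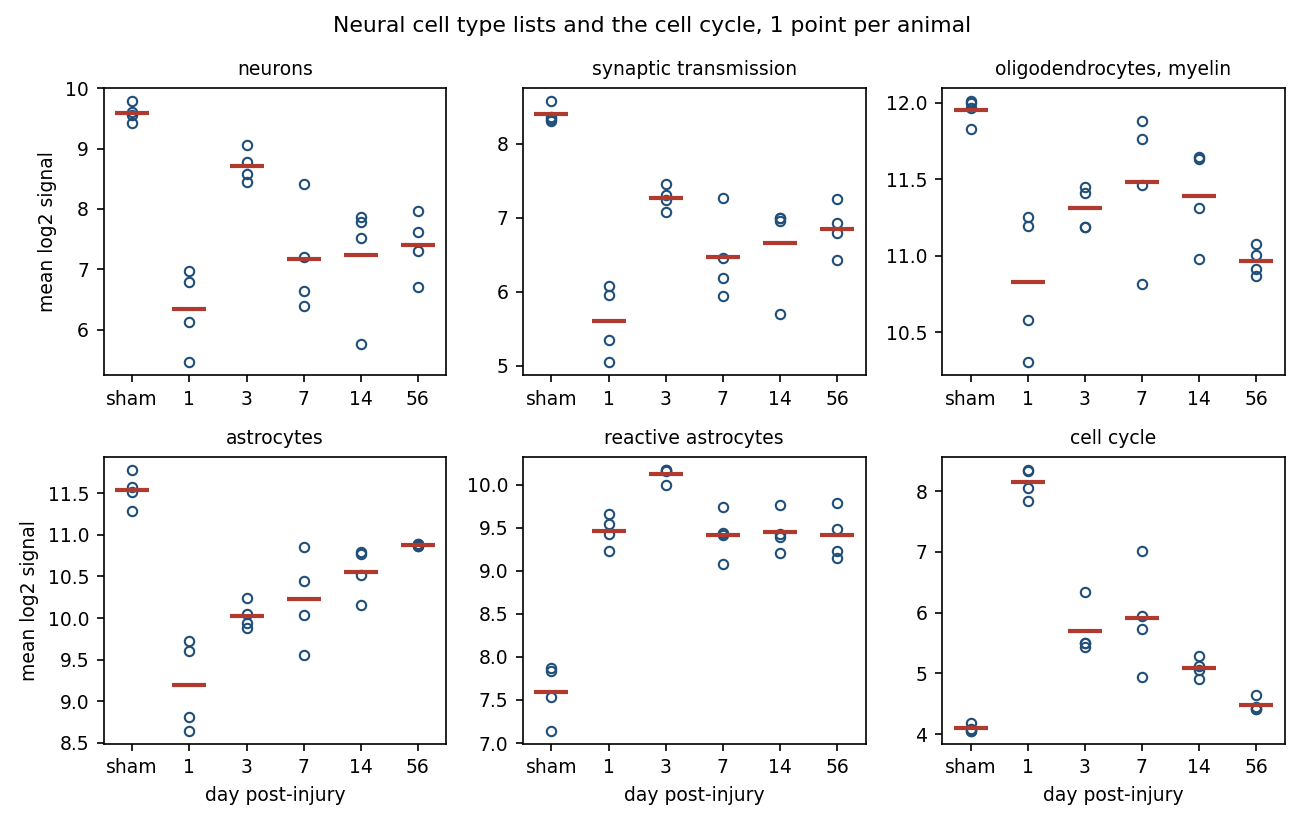
Mean log2 value of a gene list (vertical axis) in each rat (open points) of the sham group and of days 1, 3, 7, 14 and 56 (horizontal axis), with red bars for the mean of 4 rats. Neuronal and synaptic genes are lowest on day 1 (medians −3.37 and −2.80 against sham), reactive astrocyte genes are higher on all days (median 1.94 on day 1), and cell cycle genes peak on day 1 (median 4.26).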

Other, more specific terms are also visualized such as regulation of apoptotic process, I-kappaB kinase/NF-kappaB cascade, glial cell migration, and synaptic transmission and synapse organization. However, to achieve more specific terms, one needs to look at the terms with higher GO levels (Figure 5B). The majority of terms visualized in Figure 5B are specific terms such as mitotic cell cycle G2/M transition checkpoint, apoptotic cell clearance, hydrogen peroxide biosynthesis, signal transduction by p53 class mediator and regulation of Toll-like receptor signaling pathway.

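Transcripts of dividing cells were raised on day 1 and for 2 weeks after. Cdk1, the kinase that starts mitosis, was 7.16, 4.76, 5.05, 3.90 and 1.52 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.40), and Mki67, a marker of dividing nuclei, 6.73, 4.11, 4.66, 3.38 and 1.78. The test called 39, 19, 29, 14 and 6 of 39 cell cycle genes higher on days 1, 3, 7, 14 and 56 and 0, 0, 0, 0 and 1 lower (39, 19, 29, 15 and 6 higher when adjusted over the list alone). As a set they stood above the remaining genes on days 1, 3, 7 and 14 (camera adjusted p = 3.18e-18, 1.81e-07, 1.25e-09 and 0.000307; adjusted p = 0.201 at the smallest with an estimated correlation). Dap, a mediator of programmed cell death, was 2.79 higher on day 1, 0.05 on day 3 and 2.49 on day 7.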

**Figure 5:**
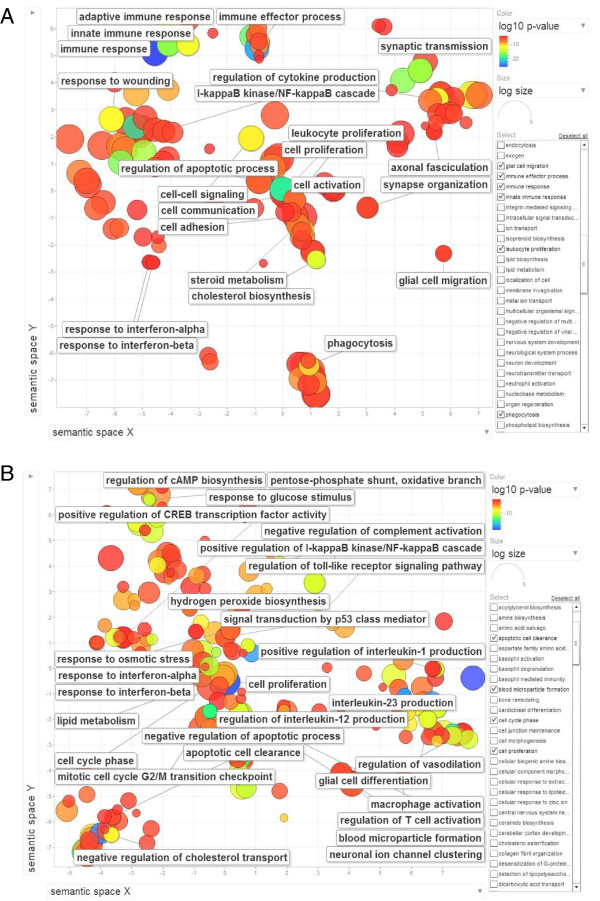
**REViGO Scatterplot of the Enriched GO Cluster Representatives from Time-Series Analysis.** Time-series GO enrichment analysis for transcripts with a minimum of 1.5 fold change regardless of their expression profile at p-value cut off of 0.0001 led to 329 GO terms at GO level ≥3 and 267 terms at GO level ≥5. The resulting lists of 329 **(A)** and 267 **(B)** GO terms along with their p-values were further summarized by REViGO reduction analysis tool that condenses the GO description by removing redundant terms [40]. The remaining terms after the redundancy reduction were plotted in a two dimensional space. Bubble color indicates the p-value (legend in upper right-hand corner), the two ends of the colors are red and blue, depicting lower- and higher p-values respectively. Size indicates the relative frequency of the GO term in the underlying reference EBI GOA database [41]. Bubbles of more general terms are larger.

Most enriched GO terms visualized in Figure 5 represent deregulated transcripts with the different expression profiles shown in Additional file 1: Figure S1. As expression clustering is performed prior to GO enrichment, the time-series GO enrichment may produce enriched terms that are also significantly represented by the expression profiles shown in Additional file 1: Figure S1. Indeed, we found that the majority of enriched GO terms for up-regulated transcripts represent the expression profiles 44 and 46 and in some cases, profile 48.

### Time-point GO enrichment

We next analyzed the temporal pattern of each GO term in a time-point fashion in order to examine the order of events after SCI. To accomplish this, we made multiple comparisons of the enriched GO terms obtained for deregulated transcripts (minimum fold change value ≥ 1.5; ANOVA *t* test p-value ≤ 0.05) at individual time-points. Figure 6 depicts the Venn diagram of this analysis on the multiple lists of enriched GO terms (p-value cut off of 0.05) obtained for each individual time-point. A less stringent condition was selected to allow for all possible similarities and differences to be observed. As shown, this analysis resulted in 736 common GO terms between all time-points, of which 284 had a p-value ≤ 0.00001 throughout the course of the study (data not shown). Additionally, some biological processes were shown to be significantly up- or down-regulated at only a certain time window as their respective GO terms were uniquely specified to one time point only. For example, 278, 359 and 170 terms were uniquely specified to day 1, day3 and day 7 post-injury, respectively. There are fewer unique terms detected at the chronic stage of the injury i.e. 69 and 67 for day 14 and day 56 post-injury, respectively. The fact that there are significantly higher numbers of common GO terms (i.e. 736) relative to the number of unique terms at each time-point indicates the complexity of the many common processes involved following moderate to severe SCI and that the significance of contribution of these processes is diminished within our time window. Having determined the GO levels for all categories in the previous steps, we then determined the most specific terms and positioned them in their GO tree hierarchy. A summary of significantly enriched BP terms that were found to be commonly up-regulated across all time-points is presented in Table 3. Some general terms such as the “response to external stimulus”, “response to mechanical stimulus” and “inflammatory response” possess the highest significance but belong to lower levels of GO hierarchy. Other categories, however, present more specific functions and are positioned at higher GO levels. As shown, significant up-regulation of GO terms corresponding to “response to extracellular and mechanical stimuli”, “inflammatory response” as well as “response to lipid” and “response to lipopolysaccharide” was observed across all time points, day 1-day 56 post-injury. 

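Cd14, Ier3, Timp1 and part of the injury-response genes were raised from day 1 to day 56. Cd14, the receptor that presents lipopolysaccharide to Toll-like receptor 4, was 8.32, 8.00, 6.74, 6.11 and 6.44 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.46, largest adjusted p = 2.49e-08), and Ier3, an early gene of stressed cells, 3.95, 2.97, 2.47, 2.10 and 2.34. Timp1, the protease inhibitor of reactive astrocytes, was 4.02, 4.69, 3.62, 3.09 and 2.49 higher. Of 31 immediate early and injury-response genes, 22, 22, 14, 16 and 17 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 0, 0, 0 and 0 lower (the same counts when adjusted over the list alone). The whole list stood above the remaining genes on days 1, 3, 7, 14 and 56 (camera adjusted p = 1.67e-06, 3.72e-11, 3.91e-05, 1.47e-05 and 1.48e-07; adjusted p = 0.201 at the smallest with an estimated correlation). On days 1, 3, 7, 14 and 56, 9, 11, 11, 11 and 12 of 16 reactive astrocyte genes were higher than in sham and 1, 0, 0, 0 and 0 lower (9, 12, 11, 11 and 12 higher and 1, 2, 0, 0 and 0 lower when adjusted over the list alone).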

The “angiogenesis” term is also consistently enriched in the day 1-day 56 time points. 

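Genes that act on growing vessels changed in several directions. Angptl4, a hypoxia-induced regulator of lipid use and vessel leak, was 5.53, 3.88, 4.61, 4.11 and 2.18 higher than in sham on days 1, 3, 7, 14 and 56, and Col4a1, the collagen of vessel basement membranes, 3.91, 3.37, 3.41, 3.06 and 1.72 (SE 0.47 and 0.48). Slco1c1, the thyroid hormone carrier of the blood-brain barrier, fell on days 1 and 3 (−3.08 and −4.57), and Tie1, a receptor of endothelial cells, rose on day 1 (3.18) but not on day 3 (−0.03).

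Of 32 genes of angiogenesis, 15, 15, 9, 7 and 10 were higher than in sham on days 1, 3, 7, 14 and 56 and 4, 5, 8, 2 and 2 lower (15, 15, 10, 7 and 10 higher and 5, 6, 8, 2 and 2 lower when adjusted over the list alone). As a set these genes did not pass on days 1, 7, 14 and 56 (camera adjusted p = 0.0903, 0.210, 0.217 and 0.153), and on day 3 the value was 0.0201, or 0.082 after median centring, 0.063 without dim probe sets and 0.243 with an estimated correlation. Among 19 endothelial genes, 5, 6, 2, 0 and 0 passed the test as higher on days 1, 3, 7, 14 and 56 and 4, 5, 5, 4 and 4 as lower (the same counts when adjusted over the list alone). For endothelial genes on day 3 the median was 0.19 and the mean −0.15, and on day 1 the median was 0.22 and the mean 0.17 while the test pointed down. Below the remaining genes on day 14, their camera adjusted p was 0.0392, or 0.158 without dim probe sets, 0.0648 with 3 arrays left out, 0.0559 and 0.0588 without sham replicates 1 and 2 and 0.0805 and 0.0567 without day 14 replicates 1 and 3 (with an estimated correlation 0.443). The test called 5, 2, 4, 3 and 4 of 16 pericyte and smooth muscle genes higher on days 1, 3, 7, 14 and 56 and 2, 4, 4, 1 and 1 lower (the same counts when adjusted over the list alone). For these, on day 7, the median was −0.06 and the mean 0.33.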

Genes involved in “blood coagulation” were up-regulated to high levels at day 1, and at day 7 through today 14. 

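A gene of clot removal was raised on every day and a red cell gene on the early days. Plau, the urokinase that activates plasminogen, was 7.23, 4.24, 5.65, 4.14 and 5.31 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.58, largest adjusted p = 2.37e-05). Alas2, the heme enzyme of red cell precursors, was 3.86 and 4.09 higher on days 1 and 3. Of 35 genes of coagulation and fibrinolysis, 19, 13, 16, 13 and 17 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 1, 5, 0 and 0 lower (19, 13, 16, 15 and 18 higher and 0, 1, 8, 1 and 0 lower when adjusted over the list alone). These together stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.00155, 0.00452, 0.000215 and 0.000103; adjusted p = 0.212 at the smallest with an estimated correlation). Among 8 erythroid genes, 2, 3, 0, 0 and 0 passed the test as higher on days 1, 3, 7, 14 and 56 and 0, 0, 4, 1 and 2 as lower (0, 0, 4, 0 and 2 lower when adjusted over the list alone). For these the medians on days 3 and 14 were −0.04 and 0.01 and the means 0.89 and −0.38.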

The “complement activation” process is only enriched at later time points, i.e. day 14-day 56 post-injury. 

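The receptors C5ar1 and C3ar1 rose on the first day, and C3 fell. C5ar1, the receptor for the anaphylatoxin C5a, was 7.84, 5.87, 5.09, 3.04 and 2.54 higher on days 1, 3, 7, 14 and 56, highest at the start, and C3ar1, the receptor for C3a, 5.34, 2.62, 4.08, 3.65 and 3.16 (SE 0.65 and 0.38). C3, the central complement protein, was −5.95 on day 1 and −2.03 on day 3 (adjusted p = 2.65e-07 and 0.0158) and near sham later (−0.38 on day 7).

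Among 24 complement genes, 8, 6, 12, 12 and 10 passed the test as higher on days 1, 3, 7, 14 and 56 and 2, 3, 6, 0 and 0 as lower (8, 6, 12, 12 and 11 higher and 2, 3, 8, 0 and 0 lower when adjusted over the list alone). This group stood above the remaining genes on days 7, 14 and 56 (camera adjusted p = 0.00917, 3.92e-05 and 0.000151; adjusted p = 0.201 at the smallest with an estimated correlation). The camera adjusted p was 0.171 on day 1 and 0.761 on day 3, where the median was −0.05 and the mean 0.32.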

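Ldha and Slc16a3 were highest on day 1, and Gpx2 and Srxn1 on day 3. Ldha, the enzyme that makes lactate, was 3.25, 2.93, 2.08 and 1.08 higher than in sham on days 1, 3, 7 and 14, and Slc16a3, the lactate exporter, 4.07 and 2.84 on days 1 and 3. Gpx2, a glutathione peroxidase driven by NRF2, rose on day 3 (9.23, SE 0.49, adjusted p = 7.95e-11) and not on day 1 (0.23). Srxn1, which repairs oxidised peroxiredoxins, was 3.38 higher on day 1 and 5.21 on day 3.

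Of 29 hypoxia genes, 13, 14, 9, 6 and 7 were higher than in sham on days 1, 3, 7, 14 and 56 and 5, 3, 5, 9 and 5 lower (14, 14, 8, 6 and 8 higher and 5, 3, 5, 10 and 6 lower when adjusted over the list alone). That set passed on day 3 (camera adjusted p = 0.0145, and 0.106 without dim probe sets and 0.245 with an estimated correlation). On days 14 and 56 the test pointed down, the medians were 0.03 and −0.01 and the means 0.12 and 0.24. On days 1, 3, 7, 14 and 56, 19, 19, 17, 13 and 14 of 30 genes of the response to reactive oxygen species were higher than in sham and 2, 3, 6, 4 and 3 lower (19, 19, 17, 13 and 15 higher and 2, 5, 6, 4 and 4 lower when adjusted over the list alone). These stood above the remaining genes on days 1, 3, 7 and 56 (camera adjusted p = 0.000233, 0.000600, 0.000298 and 0.00155; adjusted p = 0.201 at the smallest with an estimated correlation).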

Although a significant “response to hypoxia” was observed from day 1-day 3, the peak of response to “reactive oxygen species” and “hydrogen peroxide” was observed exclusively on day 1. The “response to glucocorticoid stimulus” was observed on day 1 and day 14 post-injury. 

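Sgk1, a kinase induced by corticosteroids, was 1.80, 1.21, 1.60, 1.14 and 1.38 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.27), and Mt2A, a metal-binding protein with the same inducer, 1.69, 1.14, 1.24 and 1.55 on days 3, 7, 14 and 56. On day 1 Mt2A was 0.95 higher (adjusted p = 0.00408), and the adjusted p was 0.0608 with only these 2 groups fitted. Sult1a1, a sulfotransferase, went down on day 3 alone (−3.65, adjusted p = 0.000536). The test called 4, 6, 4, 2 and 3 of 14 genes of the glucocorticoid response higher on days 1, 3, 7, 14 and 56 and 3, 3, 2, 3 and 0 lower (the same counts when adjusted over the list alone). All of these genes together passed on no day (camera adjusted p = 0.731 on day 1 and 0.716 on day 14). On day 14 the median was 0.02 and the mean −0.03.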

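Ccl2 and Ccl6 rose steeply and stayed up. Ccl2, which draws monocytes, was 9.73, 10.75, 6.52, 6.42 and 6.10 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.50, largest adjusted p = 6.19e-08; probe set 1367973_at), from 3.21 ± 0.28 in sham to 13.96 ± 0.59 on day 3 (mean ± SD, n = 4 each). Ccl6, a chemokine of macrophages, was 7.50, 6.78, 6.41, 5.43 and 4.48 higher. Of 49 cytokines and chemokines, 11, 16, 12, 10 and 11 were higher than in sham on days 1, 3, 7, 14 and 56 and 2, 4, 10, 1 and 2 lower (2, 4, 7, 1 and 2 lower when adjusted over the list alone). On day 7 the median was −0.05 and the mean 0.75. The camera adjusted p was 0.223, 0.129, 0.384, 0.0273 and 0.0280 on the 5 days (with an estimated correlation adjusted p = 0.470 at the smallest). The day 14 value was 0.0610 after quantile normalization, and that of day 56 0.0848 without day 56 replicate 1.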

“Production of IL-6” process peaked on day 1 post-injury but continued to be enriched on day 7 and at later time points, while the peaks for “tumor necrosis factor production” and “IL-8 production” were on day 7. Previous studies have shown a marked increase in TNF-alpha production immediately after injury. Since this study did not include time-points earlier than 24 hours, this result may imply the second wave of TNF-alpha production following the acute phase of the injury. Interestingly, the responses to cytokines such as tumor necrosis factor and IL-1 were observed only on day 3. 

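Lcn2 and Sphk1 were higher on day 3 than on day 1, and Bcl3 was not. Lcn2, the iron-binding lipocalin of astrocytes and neutrophils that IL-1 induces, was 4.46 higher on day 1 and 9.04 on day 3 (SE 1.03, adjusted p = 1.04e-06) and fell by 7.34 from day 3 to day 7 (adjusted p = 2.14e-05). Sphk1, the sphingosine kinase in the path from TNF receptors to NF-kappaB, was 1.27 higher on day 1, 3.75 on day 3 and 0.29 on day 7. Bcl3, an atypical inhibitor of NF-kappaB, was up on all days (2.87, 2.70, 1.93, 2.47 and 2.44 on days 1, 3, 7, 14 and 56).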

“Neutrophil chemotaxis” process initiated on day 1 but peak activity was observed on day 14. 

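Some neutrophil transcripts rose early. S100a8, a calgranulin of neutrophils, was 4.23 higher than in sham on day 1 and 6.45 on day 3 (SE 0.28, adjusted p = 1.56e-09 and 5.19e-12), and at 0.12 on day 14 (adjusted p = 0.765). Ccr1, a receptor for chemokines on neutrophils and monocytes, followed the same course (2.16 and 4.41, then 0.56 and 0.27 on days 7 and 14). Of 15 neutrophil genes, 4, 5, 2, 2 and 1 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 0, 5, 0 and 0 lower (4, 5, 2, 1 and 0 higher when adjusted over the list alone). The list as a whole passed on no day (camera adjusted p = 0.305, 0.0960 and 0.352 on days 1, 3 and 14), and on day 3 the median was −0.04 and the mean 2.13. On day 7 the median was −0.06 and the mean 0.43, and on day 56 −0.01 and 0.32.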

From Figure 7H, it is evident that the level of “phagocytosis”-related transcripts are up-regulated early after injury but peak at one week post-injury and stay up-regulated. Likewise, the expression of genes that belong to the “Toll-like receptor signaling pathway” term alters with the same profile (Figure 7K).

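Cd68, Mrc1 and Cd36 rose within a day and were still up on day 56. Cd68, a lysosomal protein of phagocytes, went from 2.94 ± 1.65 in sham to 11.93 ± 0.43 on day 1 (mean ± SD, n = 4 each; probe set 1375010_at), and its log2 fold changes were 9.00, 4.54, 8.76, 8.26 and 8.75 on days 1, 3, 7, 14 and 56 (SE 0.64). Mrc1, the mannose receptor, was 6.73, 3.81, 5.88, 5.08 and 5.28 higher, and Cd36, a scavenger receptor, 5.87, 5.85, 3.17, 3.88 and 3.29. Tmem119, a marker of resting microglia, fell on day 3 (−3.61, adjusted p = 7.08e-07).

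Of 34 genes of phagocytosis and apoptotic cell clearance, 27, 18, 28, 27 and 27 were higher than in sham on days 1, 3, 7, 14 and 56 and 3, 8, 2, 2 and 3 lower (28, 18, 28, 28 and 28 higher and 4, 8, 2, 3 and 3 lower when adjusted over the list alone). All of these together stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 1.81e-07, 2.11e-12, 3.72e-11 and 1.38e-13; adjusted p = 0.201 at the smallest with an estimated correlation). On day 3 the camera adjusted p was 0.123. Among 21 macrophage genes, 17, 16, 15, 15 and 15 passed the test as higher on days 1, 3, 7, 14 and 56 and 0, 1, 1, 0 and 0 as lower (18, 16, 15, 15 and 15 higher and 1, 1, 1, 0 and 0 lower when adjusted over the list alone). On days 1, 3, 7, 14 and 56, 9, 1, 10, 10 and 8 of 13 genes of resting microglia were higher than in sham and 2, 7, 0, 0 and 0 lower (the same counts when adjusted over the list alone).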

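Lbp, the plasma protein that carries lipopolysaccharide to CD14, was 6.46 and 7.09 higher on days 1 and 7 (adjusted p = 0.000677 and 0.000489). On day 3 Lbp was at 0.77 (adjusted p = 0.659). Of 24 genes of Toll-like receptor and inflammasome signalling, 20, 12, 17, 17 and 16 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 0, 0, 0 and 0 lower (20, 14, 17, 17 and 16 higher when adjusted over the list alone). As a set they stood above the remaining genes on days 1, 3, 7, 14 and 56 (camera adjusted p = 1.81e-07, 0.000475, 2.4e-09, 3.02e-08 and 4.7e-09; adjusted p = 0.201 at the smallest with an estimated correlation). The medians were 2.67, 0.89, 2.40, 2.16 and 1.88, lowest on day 3 and highest on day 1.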

**Figure 6:**
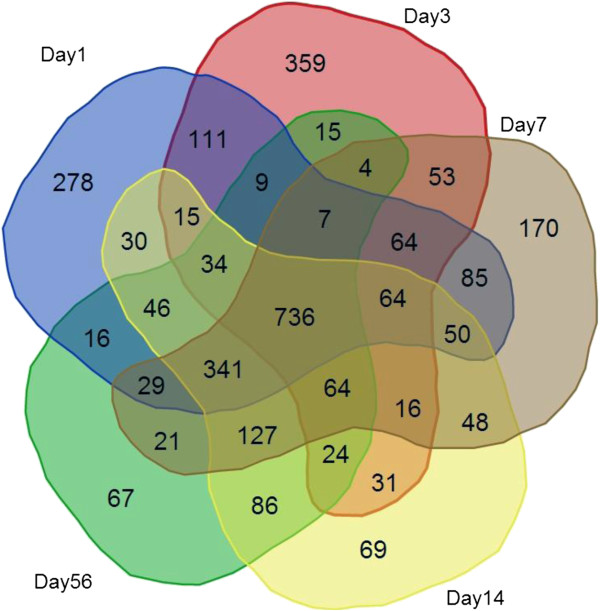
**Common and Unique GO Terms between Time-Points.** GO enrichment analysis was performed separately for deregulated transcripts (fold change ≥ 1.5, ANOVA *t* test p-value ≤ 0.05) at each time point. The enriched GO terms at a less stringent condition (p ≤ 0.05) were examined for common and unique terms using Venn diagram. All time-points were compared to each other simultaneously. Overlapping areas represent common terms between different time points. As shown, 736 terms were common to all time-points, of which 284 had a p-value ≤ 0.00001.

**Table 3:** Common GO terms across all time-points post-injury

**Term ID**	**Parent term name**	**Term ID**	**Child term name**	**GO level**
GO:0009605	response to external stimulus	**GO:0009991**	**response to extracellular stimulus**	**4**
		**GO:0009612**	**response to mechanical stimulus**	**4**
GO:0050896	response to stimulus	**GO:0009719**	**response to endogenous stimulus**	**3**
GO:0006950	response to stress	**GO:0009611**	**response to wounding**	**4**
GO:0033993	response to lipid	**GO:0032496**	**response to lipopolysaccharide**	**7**
GO:0007599	hemostasis	**GO:0007596**	**blood coagulation**	**6**
GO:0002252	immune effector process	**GO:0006956**	**complement activation**	**4**
GO:0070482	response to oxygen levels	**GO:0001666**	**response to hypoxia**	**6**
GO:0048514	blood vessel morphogenesis	**GO:0001525**	**angiogenesis**	**11**
GO:0006979	response to oxidative stress	**GO:0000302**	**response to reactive oxygen species**	**5**
		**GO:0042542**	**response to hydrogen peroxide**	**6**
GO:0006954	inflammatory response	**GO:0002367**	**cytokine production involved in immune response**	**5**
GO:0001816	cytokine production	**GO:0042089**	**cytokine biosynthetic process**	**5,8**
GO:0001816	cytokine production	**GO:0071706**	**tumor necrosis factor superfamily cytokine production**	**5**
		**GO:0032635**	**interleukin-6 production**	**5**
		**GO:0032637**	**interleukin-8 production**	**5**
		**GO:0050663**	**cytokine secretion**	**8**
GO:0034097	response to cytokine stimulus	**GO:0070555**	**response to interleukin-1**	**6**
		**GO:0034612**	**response to tumor necrosis factor**	**6**
		**GO:0034341**	**response to interferon-gamma**	**6**
GO:0045087	innate immune response	**GO:0034341**	**response to interferon-gamma**	**6**
GO:0030595	leukocyte chemotaxis	**GO:0030593**	**neutrophil chemotaxis**	**8**
GO:0002275	myeloid cell activation involved in immune response	**GO:0002281**	**macrophage activation involved in immune response**	**7**
GO:0002274	myeloid leukocyte activation	**GO:0042116**	**macrophage activation**	**6**
GO:0012501	programmed cell death	**GO:0006915**	**apoptotic process**	**5**
GO:0006897	endocytosis	**GO:0006909**	**phagocytosis**	**7**
		**GO:0006911**	**phagocytosis, engulfment**	**8**
		**GO:0043277**	**apoptotic cell clearance**	**8**
GO:0050776	regulation of immune response	**GO:0002218**	**activation of innate immune response**	**9**
GO:0002758	innate immune response-activating signal transduction			
GO:0002429	immune response-activating cell surface receptor signaling pathway	**GO:0002220**	**innate immune response activating cell surface receptor signaling pathway**	**11**
GO:0002758	innate immune response-activating signal transduction	**GO:0002221**	**pattern recognition receptor signaling pathway**	**11**
		**GO:0002224**	**toll-like receptor signaling pathway**	**12**
GO:0016337	cell-cell adhesion	**GO:0007159**	**leukocyte cell-cell adhesion**	**5**
GO:0007165	signal transduction			
GO:0007166	cell surface receptor signaling pathway	**GO:0007229**	**integrin-mediated signaling pathway**	**7**
GO:0050900	leukocyte migration	**GO:0045123**	**cellular extravasation**	**7**
GO:0046649	lymphocyte activation	**GO:0042113**	**B cell activation**	**6**
		**GO:0042110**	**T cell activation**	**6**
GO:0046651	lymphocyte proliferation			
GO:0042113	B cell activation	**GO:0042100**	**B cell proliferation**	**7**
GO:0046651	lymphocyte proliferation			
GO:0042110	T cell activation	**GO:0042098**	**T cell proliferation**	**7**
GO:0030098	lymphocyte differentiation			
GO:0042110	T cell activation	**GO:0030217**	**T cell differentiation**	**11**
GO:0002429	immune response-activating cell surface receptor signaling pathway	**GO:0050851**	**antigen receptor-mediated signaling pathway**	**11**
GO:0050851	antigen receptor-mediated signaling pathway	**GO:0050853**	**B cell receptor signaling pathway**	**11**
GO:0002460	adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains			
GO:0019724	B cell mediated immunity	**GO:0016064**	**immunoglobulin mediated immune response**	**7**
GO:0044707	single-multicellular organism process	**GO:0001503**	**ossification**	**4**

**Figure 7:**
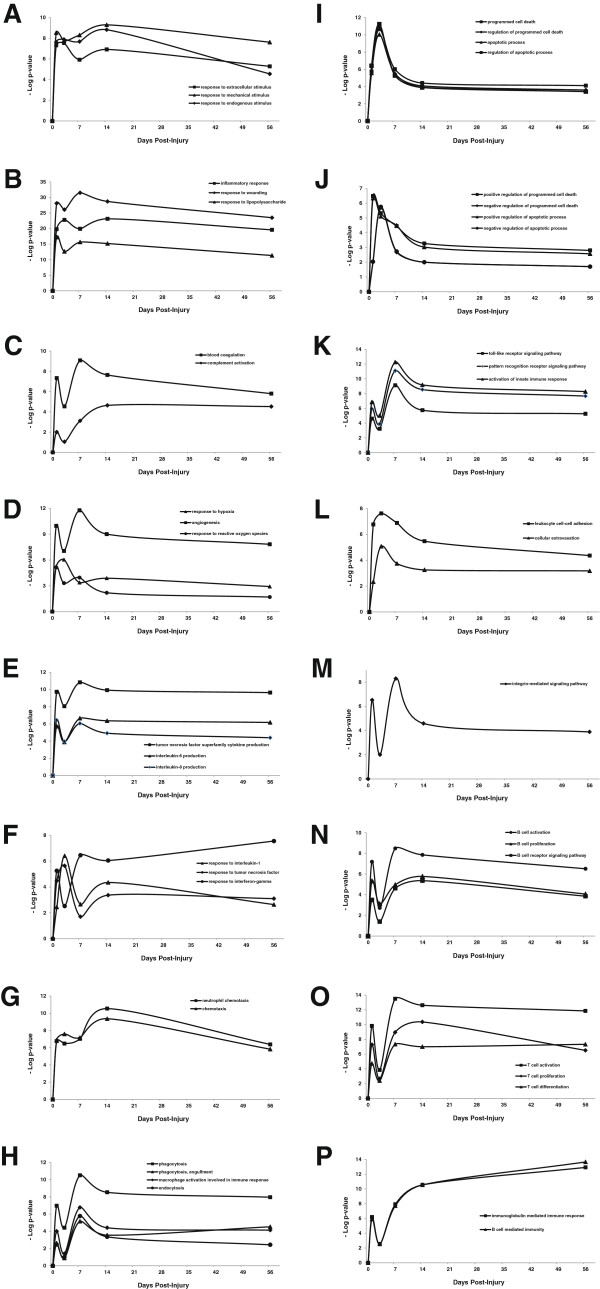
**Temporal Pattern of Various GO Biological Processes Common to all Time-Points. A-P.** Temporal pattern of change of each GO term was analyzed in order to examine the order of events after spinal cord injury. Multiple and pairwise comparisons of the enriched GO terms obtained for all time-points were made. 284 terms were found to be significantly deregulated across all time-time points post-injury (p-value ≤ 0.00001). The most specific terms were further analyzed for their gene content as well as their up- or down-regulations. The p-values of each term at various time-points were transformed to - Log10 value and plotted. Each graph depicts a single or multiple enriched GO biological process.

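Tradd, the adaptor of TNF receptor 1, was 2.69, 1.91, 1.69 and 1.46 higher than in sham on days 1, 7, 14 and 56 (SE 0.33). Its value on day 3 was 1.00 (adjusted p = 0.0204), and the adjusted p was 0.0565 and 0.0607 without sham replicates 1 and 2 and 0.0536 and 0.0586 without day 3 replicates 2 and 3. Of 23 pro-apoptotic genes, 15, 12, 14, 11 and 9 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 0, 1, 0 and 0 lower (15, 13, 14, 11 and 10 higher when adjusted over the list alone). The whole list stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.000573, 0.000291, 0.000624 and 0.000190; adjusted p = 0.246 at the smallest with an estimated correlation). On day 3 the camera adjusted p was 0.0264, or 0.0618 without dim probe sets and 0.504 with an estimated correlation. Higher members were thus seen on days 14 and 56 too.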

A significant finding is the occurrence of the “apoptotic process” on day 1-day 7 post-injury. This process is accompanied by events whose peak of response also corresponds exclusively to day 7, such as “interleukin-6 production”, “tumor necrosis factor production”, “macrophage activation involved in immune response”, “phagocytosis” and “engulfment and “apoptotic cell clearance” (Figure 7E and 7H).

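Single genes of clearance and antigen presentation were raised on days 1 and 7. Cd86, a co-stimulator of activated macrophages and dendritic cells, was 2.59 higher than in sham on day 1, 0.29 (adjusted p = 0.496) on day 3 and 2.61 on day 7. Irf8, a transcription factor of reactive microglia, was 3.69 on day 1 and 3.77 on day 7, and P2ry6, the receptor that triggers engulfment, 3.44, 1.48 and 2.85 on days 1, 3 and 7 (SE 0.31). In the phagocytosis and clearance list the median was 2.58 on day 1 and 2.58 on day 7, in the macrophage list 3.59 and 2.71, and in the list of interferon response and antigen presentation 1.47 and 1.85.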

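Fermt3, which acts on the integrins of leukocytes, was raised from the first day to the last. This kindlin of blood cells was 4.63, 2.89, 4.10, 3.81 and 3.85 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.39, largest adjusted p = 8.15e-06). Vav1, a signalling protein downstream of integrins, was 4.62, 3.97 and 4.25 higher on days 7, 14 and 56. Of 29 genes of integrin-mediated signalling, 19, 13, 15, 15 and 14 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 4, 1, 0 and 1 lower (19, 13, 15, 15 and 15 higher and 1, 4, 2, 0 and 1 lower when adjusted over the list alone). These together stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.000357, 3.76e-05, 8.03e-05 and 2.31e-05; adjusted p = 0.201 at the smallest with an estimated correlation). For day 3 the camera adjusted p was 0.0455, or 0.107 after quantile normalization, 0.172 after median centring, 0.231 without dim probe sets and 0.0565 to 0.0712 without any of 5 single arrays (with an estimated correlation 0.486).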

On both days 1 and 7, a significant up-regulation in induced-innate immunity related GO terms such as “pattern recognition-mediated signaling’ , “Toll-like receptor signaling” and “integrin-mediated signaling pathways” was detected. “Leukocyte cell-cell adhesion” was observed from day 1 to day 7. 

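Itgal, the integrin by which leukocytes hold to ICAM1, was 4.32 higher than in sham on day 1, 0.90 (adjusted p = 0.0842) on day 3 and 4.23, 3.50 and 3.34 on days 7, 14 and 56 (SE 0.40), so the rise reached past the first week. Among 26 genes of leukocyte adhesion and extravasation, 17, 11, 12, 12 and 12 passed the test as higher on days 1, 3, 7, 14 and 56 and 3, 4, 2, 0 and 0 as lower (18, 12, 12, 12 and 12 higher when adjusted over the list alone). This group stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.000624, 0.000897, 0.000110 and 3.95e-05; adjusted p = 0.201 at the smallest with an estimated correlation). For day 3 the camera adjusted p was 0.0322, or 0.0590 after median centring and 0.106 without dim probe sets (with an estimated correlation 0.376).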

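Most transcripts of T and NK cells were near background. Cd8a, a co-receptor of cytotoxic T cells that is also found on macrophages, was 6.14 higher on day 1, 1.23 (adjusted p = 0.150) on day 3 and 5.34, 4.83 and 3.95 on days 7, 14 and 56 (SE 0.70), and Cd4, which rat macrophages carry too, 2.17 and 2.93 on days 7 and 56. Thy1, a surface protein of T cells and neurons, fell (−3.41 on day 1, −2.65 on day 56).

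Of 36 genes of T and NK cells, 2, 0, 4, 2 and 3 were higher than in sham on days 1, 3, 7, 14 and 56 and 1, 0, 11, 1 and 1 lower (1, 0, 3, 2 and 2 higher and 1, 0, 5, 1 and 1 lower when adjusted over the list alone). In 32 of them the log2 mean was under 5. Together they passed on no day (camera adjusted p = 0.931, 0.279 and 0.135 on days 1, 7 and 14), and the medians on days 7 and 56 were −0.06 and −0.01 and the means 0.19 and 0.25.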

While genes involved in activation of “innate immune response”, “B and T cell activation”, “cytokine biosynthetic process”, and “phagocytosis” were up-regulated at day 1 and from day 7 onwards to day 56; ‘T cell differentiation” and “B cell mediated immunity” up-regulation is only observed during the chronic phase of injury, i.e. day 14-day 56 (Figure 7O and 7P). Thus, it is not surprising that the “B and T cell proliferation” and the “B cell receptor signalling pathway” peaks of response were on day 7-day 14. 

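Blnk, an adaptor of the B cell receptor that macrophages also express, was 2.70 higher than in sham on day 1, −0.60 (adjusted p = 0.0688) on day 3 and 2.71, 2.55 and 2.50 on days 7, 14 and 56 (SE 0.25), with no peak at 1 or 2 weeks. Pim2, a survival kinase of lymphocytes, was lower on every day (−2.30, −1.73, −2.31, −2.23 and −2.31 on days 1, 3, 7, 14 and 56). Among 18 genes of B and plasma cells, 3, 1, 3, 4 and 3 passed the test as higher on days 1, 3, 7, 14 and 56 and 2, 1, 8, 2 and 2 as lower (2, 1, 9, 2 and 2 lower when adjusted over the list alone). In 15 of them the log2 mean was under 5, and other genes of these cells are not analysed here. As a set they passed on no day (camera adjusted p = 0.697 on day 7 and 0.145 on day 14), and the medians on days 7 and 56 were −0.05 and −0.01 and the means 0.15 and 0.12.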

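Bone-related transcripts that rose include those shared with phagocytes and with scar collagen. Acp5, the acid phosphatase of osteoclasts and macrophages, was 6.11 higher than in sham on day 1, 1.05 (adjusted p = 0.143) on day 3 and 4.83, 3.51 and 4.35 on days 7, 14 and 56 (SE 0.58). Col1a1, the chain of fibrillar collagen, was 3.42, 3.98 and 3.53 on days 1, 7 and 14. On day 56 Col1a1 was 2.44 higher (adjusted p = 0.0173), and the adjusted p was 0.0642 without sham replicate 1 and 0.0579 without day 56 replicate 4. Of 22 genes of ossification, 7, 2, 7, 7 and 6 were higher than in sham on days 1, 3, 7, 14 and 56 and 2, 5, 6, 1 and 0 lower (the same counts when adjusted over the list alone). These genes as a group passed on day 14 (camera adjusted p = 0.0201; adjusted p = 0.341 with an estimated correlation, and 0.0384 without day 14 replicate 3, which stood apart in this list, at 6.61 against 5.93 to 5.94 in the other 3). In this list the medians on days 7 and 56 were −0.04 and −0.01 and the means 0.99 and 0.82. The test called 1, 0, 1, 1 and 1 of 15 genes of bone and cartilage cells higher on days 1, 3, 7, 14 and 56 and 1, 2, 10, 1 and 1 lower (1, 1, 10, 1 and 1 lower when adjusted over the list alone). Below the remaining genes on day 7, their camera adjusted p was 0.0493, or 0.420 after quantile normalization, 0.355 after median centring, 0.0820 with the mean of probe sets, 0.0590 with 3 arrays left out and 0.0509 to 0.0889 without any of 12 single arrays (with an estimated correlation 0.646). On day 1 their median was 0.00 and their mean 0.07 while the test pointed down.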

Day 14 also marks a peak response to “ossification” (data not shown). 

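Several interferon-induced genes started late. Mx1, an antiviral GTPase, was 1.46 (adjusted p = 0.0944) on day 1 and −0.66 (adjusted p = 0.422) on day 3, and then 5.15, 6.07 and 4.71 on days 7, 14 and 56 (SE 0.69). Isg15, a ubiquitin-like modifier, was 3.60, 5.08 and 3.85 and Cxcl10, a chemokine for T cells, 4.24, 5.67 and 4.67 on the same days, each highest on day 14. Of 38 genes of interferon response and antigen presentation, 21, 11, 26, 27 and 28 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 2, 0, 0 and 0 lower (22, 11, 26, 27 and 29 higher and 0, 2, 1, 0 and 0 lower when adjusted over the list alone). All of these together stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.000519, 7.49e-10, 5.28e-11 and 9.58e-13; adjusted p = 0.201 at the smallest with an estimated correlation). For day 3 the camera adjusted p was 0.0352, or 0.0883 after quantile normalization, 0.192 after median centring, 0.145 without dim probe sets and 0.0503 to 0.100 without any of 5 single arrays (with an estimated correlation 0.669).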

Importantly, the peak response to interferon-gamma and the immunoglobulin-mediated immune response is observed on day 56. These two mark the late response biological processes induced after injury to spinal cord.

Our analysis also showed that “programmed cell death” and its related child terms “apoptotic process” and “positive and negative regulation of apoptotic process” are commonly enriched only during day 1- day 7 post-injury. 

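Bcl2l11 stayed high in the late weeks (4.14 and 4.21 on days 14 and 56, SE 0.50), as did Dap (2.16 and 2.49). Across the 23 pro-apoptotic genes the median change was 1.15, 0.55, 0.76, 0.46 and 0.50 on days 1, 3, 7, 14 and 56, with its highest value on day 1.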

Apoptotic processes significantly increase early after injury on day 1 post-injury and reach a peak between day 3 and day 7 post-injury, after which the contribution of apoptotic processes is diminished but stays significantly enriched (p ≤ 0.001-0.0001). Both positive and negative regulations of apoptosis are significantly enriched, which indicates the fact that the injured cells struggle for survival. However, activation of apoptosis seems to be more predominant than its suppression, as the positive regulation of apoptosis becomes activated earlier than negative regulation and its peak of activity is on day 1 post-injury, although it stays continuously up-regulated up to 1 week post-injury. In contrast, the only significant activity of negative regulation of apoptosis (p ≤ 0.00001) is on day 3 (Figure 7I-J).

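Some suppressors were raised on day 1, as were some activators. Day 1 is the first day sampled, so which of them rose first cannot be seen. Bcl2a1, a survival factor of leukocytes, was already 6.50 higher on day 1 (SE 0.53, adjusted p = 1.49e-08) and Birc5, the survivin of dividing cells, 5.16 (adjusted p = 2.36e-07). The 20 anti-apoptotic genes had a median change of 0.91 on day 1 and the 23 pro-apoptotic genes 1.15.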

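Hspa1a, the inducible heat shock protein that blocks caspase activation, peaked on day 3 (2.48 on day 1, 4.69 on day 3, SE 0.53), whereas Bcl2a1 was 4.03 on day 3 and 5.86, 5.60 and 6.21 on days 7, 14 and 56. Of 20 anti-apoptotic genes, 12, 14, 10, 7 and 7 were higher than in sham on days 1, 3, 7, 14 and 56 and 1, 0, 2, 1 and 1 lower (13, 14, 11, 9 and 8 higher and 2, 0, 2, 1 and 1 lower when adjusted over the list alone). As a set they stood above the remaining genes on days 1, 3 and 56 (camera adjusted p = 0.00369, 6.6e-05 and 0.00282; adjusted p = 0.201 at the smallest with an estimated correlation). On day 7 the camera adjusted p was 0.00411, or 0.0541 without dim probe sets and 0.211 with an estimated correlation. For day 14 it was 0.0457, or 0.0545 without dim probe sets, 0.0671 with the mean of probe sets, 0.107 without sham replicate 1, 0.0506 without day 1 replicate 1, 0.0510 without day 3 replicate 3 and 0.0804 without day 14 replicate 4 (with an estimated correlation 0.361). The smallest of these values belongs to day 3.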

We can summarize the biological processes listed in Table 3 into three main categories: stress response including processes such as blood coagulation, complement activation, response to hypoxia and reactive oxygen species, angiogenesis and inflammation. The second category consists of induced innate immune response processes such as activation of macrophages and microglia by Toll-like receptor signaling, cytokine production and secretion, chemokine production and neutrophil chemotaxis, IL6 and tumor-necrosis factor production and their responses. A significant set of induced innate immune-related biological processes involve “Phagocytosis” and “Toll-like receptor signaling pathway”. The third category is mainly the components of adaptive immune response processes such as T cell activation, migration and proliferation, B cell activation and immunoglobulin-mediated immunity. Both humoral and cell-mediated elements of “adaptive immune response” processes seem to actively participate in the pathology of SCI. 

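Itgax and Cd83 were raised on days 7, 14 and 56, and Itgax earlier as well, while the dendritic cell list passed on no day. Itgax, an integrin of dendritic cells and activated microglia, was 2.26 higher than in sham on day 1 and 2.30, 2.18 and 3.05 on days 7, 14 and 56 (SE 0.59). Its value on day 3 was 1.78 (adjusted p = 0.0230), and the adjusted p was 0.0604 without day 3 replicate 3. Cd83, a marker of mature dendritic cells, was 1.03, 0.90 and 0.93 higher on days 7, 14 and 56 and below sham on day 3 (adjusted p = 0.00227). Of 13 dendritic cell genes, 6, 1, 5, 4 and 4 were higher than in sham on days 1, 3, 7, 14 and 56 and 1, 2, 2, 1 and 1 lower (7, 1, 5, 4 and 4 higher when adjusted over the list alone). The group passed on no day (camera adjusted p = 0.249 on day 1 and 0.165 on day 14), and the medians on days 3 and 56 were −0.04 and −0.01 and the means 0.10 and 0.57.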

The pattern of change in mRNA levels for many genes in the above GO biological processes follow the expression profiles observed in profiles 44, 46, 48 and 45, which have been discussed earlier (Figure 3A-H). 

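Cd37, a tetraspanin of B cells and other leukocytes, was 2.49 higher than in sham on day 1, 2.55 on day 7 and 1.60 on day 56 (SE 0.26), largest in the first week. Ebf1, a transcription factor of the B lineage that pericytes express too, fell by 1.20 on day 1 (adjusted p = 6.39e-05). The median change of the 18 B and plasma cell genes was 0.00, −0.08, −0.05, 0.04 and −0.01 on days 1, 3, 7, 14 and 56, and the immunoglobulin genes are not analysed here.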

The continuous up-regulation of the “immunoglobulin mediated immune response” and its parent term “B cell mediated immunity” is striking and may imply that these processes should be categorized as chronic phase responses to SCI as their peak of activity appears after 2–8 weeks, although initiated at early timepoints post-injury.

Our GO analysis also resulted in enrichment of many regulatory processes, the majority of which are positive regulations of the enriched GO biological processes listed in Table 3, as illustrated for apoptotic processes shown in Figures 7I-J.

## Discussion

### The injury model

Since its introduction in 1978 as the first SCI model in rats [20], the clip-compression model has become a standard injury model in animals as it mimics the human primary mechanism of injury to the spinal cord as well as the histo-pathological and behavioural outcomes of human SCI. Our lab has previously characterized this mode of SCI [42-44]. The clip compression of the spinal cord results in central cavitation and axonal loss in the white matter of spinal cord [45]. Rats that receive the clip-compression injury have a very similar pathological progression to humans with SCI including the formation of a cystic cavity surrounded by a glial scar [44]. In addition, animals injured by clip compression will have the same functional recovery profile as is observed in humans [20,23,28].

Previous studies have shown that the response of the spinal cord tissue to injury consists of a complex series of cellular responses and events. These cellular events are reflected in a more complex change in temporal and spatial pattern of molecular events at the mRNA level, which, in turn, depends on the type and severity of the primary injury and the following cascade of secondary events [1]. Earlier reports on high throughput gene expression analysis after SCI in animals have been almost exclusively performed in contusion-based models of injury using weight drop method [36-38,46]. As no such study on the clip-compression injury model has been reported, we aimed to investigate the rat transcriptome dynamics after a moderate to severe injury using hemorrhagic SCI by clip model, similar to most human SCIs. Additionally, the primary injury in the clip model consists of both impact and persistent compression. Therefore, we hypothesized that both similarities and differences between the two models of injury would be evident by examining how the changes in transcriptome occur. Moreover, unlike the majority of earlier studies that chiefly examined the acute and subacute events, we extended the time-frame of our study to 8 weeks post-injury to allow examination of the acute, subacute and chronic phases of the injury. The chosen time-points were based on previous behavioural and immunohistochemical analyses, which showed that following SCI by clip-compression, the first 24 hours post injury would represent a very acute stage and possible involvement of most immediate early stress genes. Days 3 and 7 represent a time during which the peak of delayed apoptotic cell death for the neural cells occurs. Days 10–14 are considered the subacute stage, as the inflammation appears to subside. Finally day 56 is considered the chronic stage as it is the time when the BBB motor recovery test for the spontaneous recovery/improvement in the rat animal model reaches a plateau.

### GO enrichment analysis as a tool for biological process inference

Functional analysis of microarray data is a challenging task as the result of initial analysis is only the fold change values representing deregulations in the expression of thousands of transcripts. There are different approaches to analyzing the results of a microarray experiment in order to make efficient biological inferences. Various platforms share a common feature in that they perform an overrepresentation analysis on the list of deregulated genes and statistically analyze if the pool of up- and/or down-regulated transcripts is significantly enriched compared to the list of genes previously annotated to be part of a defined Biological Process, Molecular Function or Cellular Component, as is the case with GO enrichment, or to a certain metabolic or signaling pathway as is observed in pathway analysis platforms. Various pathway analyses are currently in practice for microarray data analysis and there are different approaches to accomplish this. KEGG pathway [47-49], Wikipathways [50-52], and Ingenuity (http://www.ingenuity.com) are amongst the currently available platforms for pathway analysis. A recent analysis showed that among the above three pathway databases, (KEGG, Ingenuity and Wikipathways) there is a low level of consistency, comprehensiveness and compatibility [53] and the level of consistency varies significantly when different pathways are compared. Due to these limitations, and because GO is considered to represent a relatively current, comprehensive, and, more importantly, a controlled vocabulary for gene function [54], we analyzed our microarray data using GO enrichment analysis. However, we are also aware of the limitations of GO enrichment analysis [55]. For example, prior to GO enrichment analysis in this study, we determined the number of annotated genes in the list of deregulated transcripts and found that only 55% and 75% of the 14,327 genes on the Rat GeneChip 230 2.0 are annotated in the EBI and RGD association files, respectively (data not shown). The above percentages of annotated genes in Rat genome are similar to the number of annotated genes in all other organisms whose genome has been sequenced and only a subset of known genes are annotated for each of the three domains of GO tree, i.e. BP, MF and CP components [56].

An advantage in using a controlled vocabulary of gene function such as GO on the SCI microarray data comes from the challenging nature of such analysis due to the inherent complexity of the spinal cord tissue and also the type and level of injury itself. Spinal cord tissue is composed of an array of highly specialized neurons, astrocytes, oligodendrocytes, microglia, and pericytes. Another specialized and complex structure within the cord tissue whose permeability is highly compromised [57] upon injury is the blood spinal cord barrier (BSCB), which is composed of neurovascular unit (NVU), that maintains the integrity of BSCB and is again comprised of endothelial cells, neurons, astrocytes, and pericytes [58]. Additionally, SCI is generally categorized as a severe injury that leads to loss of normal physiological functions. Thus, the development of a complex series of secondary damage [1] to the spinal cord after the primary injury is due both to the vast array of cell types affected as well as the injury severity that sets many processes in motion. Such an injury model demands a nonbiased and yet comprehensive coverage of annotations such as GO for clustering of deregulated genes into relevant processes and events. The reliability of this approach is shown by its successful conjecturing of previously known biological processes as well as their dynamic of contribution to the pathology of spinal cord injury as explained below.

### Blood coagulation and blood protein signaling

The supply of blood and nutrients is crucial for normal functioning of neural cells. It is well-documented that an early and progressive development of hemorrhage is a common feature of all experimental models of SCI and this includes the clip-compression model [59,60]. Shearing of the blood vessels and disruption of the vascular architecture within the lesion epicenter by mechanical force leads to hemorrhage, a progressive process which extends to the rostral but more towards the caudal regions of the grey matter [24,61-63]. As post-traumatic ischemia develops [1,59], further vasospasm [64] and loss of autoregulation of blood flow [65,66] exacerbate the condition. Therefore, the earliest event following compression injury to the spinal cord is a profound damage to the local vasculature (capillaries and venules), hemorrhage (especially in the grey matter) and disruption of cord microcirculation by mechanical, thrombotic or vasospasm mechanisms. Consequently, the normal blood flow to the spinal cord is significantly reduced, which leads to a marked ischemia in the gray and white matter [60].

The results of our microarray data analysis clearly confirm the outcome of the primary impact and persistent compression injury to the spinal cord, which is disruption of the vasculature and hemorrhage as the major and initial result of the primary injury. 

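Of 11 coagulation genes that the paper names, 10, 7, 8, 6 and 9 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 0, 1, 0 and 0 lower (10, 7, 8, 9 and 9 higher when adjusted over the list alone). The whole list stood above the remaining genes on days 1, 3, 7, 14 and 56 (camera adjusted p = 0.000346, 0.00282, 0.000850, 0.000908 and 6.73e-05; adjusted p = 0.201 at the smallest with an estimated correlation). The list was chosen on these samples and is no independent evidence. A member of it, Tfpi2, which encodes a matrix inhibitor of plasmin and tissue factor, was 4.38, 5.84, 3.77, 3.40 and 3.83 higher than in sham on these days (SE 0.48, largest adjusted p = 2.59e-05).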

Our data indicate that representative genes in the blood coagulation cascade are up-regulated (Figure 7A). For example, the transcript levels of the integral membrane protein tissue factor (coagulation factor III, F3), coagulation factors VIII (F13A1, F8), platelet factor (PF4) and V (F5) are up-regulated, the latter being elevated only on day 1 post-injury (data not shown). 

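The clotting factors kept different times. Tissue factor, F3, which starts clotting on exposed cell membranes, was 1.50 and 1.39 higher on days 1 and 3, 0.38 and 0.77 on days 7 and 14 (adjusted p = 0.288 and 0.0575, the latter passing by the study's rule) and 1.04 on day 56 (adjusted p = 0.0109). F13a1, which cross-links fibrin, was 6.38 and 5.45 on days 1 and 3, 2.58 (adjusted p = 0.0663, passing by the study's rule) on day 14 and 3.48 on day 56 (SE 1.02). On day 7 F13a1 was 4.22 higher (adjusted p = 0.00272), and the adjusted p was 0.0512 with only these 2 groups fitted. F8, the cofactor of factor IX, was 1.37 on day 1, −0.05 (adjusted p = 0.858) on day 3 and 1.43, 0.83 and 1.22 afterwards. F5 rose by 5.76 on day 1 (adjusted p = 0.000114) and passed on no other day (0.24, 2.09, 1.42 and 1.79). On day 14, replicate 3 stood apart for F5, at 7.27 against 2.63 to 3.36 in the other day 14 rats.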

Permanent binding of tissue factor F3 to membrane surface is thought to be crucial for the speed of enzymatic reactions in coagulation processes [67]. Additionally, we found that platelet factor (PF4) mRNA levels were increased upon injury. 

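Pf4, a chemokine stored in platelets and also made by macrophages, was 4.03, 3.24, 2.78 and 3.25 higher than in sham on days 1, 7, 14 and 56 (SE 0.75, adjusted p = 0.000149, 0.00190, 0.00762 and 0.00230; probe set 1371250_at). On day 1 the value went from 7.20 ± 0.93 to 11.23 ± 0.69 (mean ± SD, n = 4 each). On day 3 Pf4 was 2.44 higher (adjusted p = 0.0148), and the adjusted p was 0.0510 without sham replicate 4.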

PF4 (CXCL4) is a chemokine released from activated platelets to bind heparin and inhibit its anticoagulant activity. ANO6 is a transmembrane protein that may have a calcium-activated chloride channel activity but it is thought to be essential for calcium-dependent exposure of phosphatidylserine on the surface of activated platelets. Importantly, ANO6 (anoctamin 6 or TMEM16F) transcript level is also elevated early after injury and is continues to be up-regulated up to 8 weeks post-injury. 

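Ano6, a scramblase that exposes phosphatidylserine on activated platelets, was 2.73, 2.31, 2.23, 1.96 and 2.21 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.28, largest adjusted p = 3.04e-05). The step from day 1 to day 56 was small beside the rise itself, and the 4 injured rats lay above the 4 sham rats on each day.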

Higher than normal transcript levels of ANO6 during both acute and chronic phases of SCI may explain why the coagulation process is up-regulated even at 8 weeks post-injury. Regulatory proteins such as protein C, a serine protease that is activated in the blood coagulation cascade, along with its receptor (PROCR) are up-regulated as well. 

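Procr, the endothelial receptor that presents protein C to thrombin, was 2.02, 3.21, 0.87, 1.22 and 1.04 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.18, largest adjusted p = 0.000651) and peaked on day 3. Proc, which encodes protein C and is made mainly by the liver, had a mean log2 value of 2.07 in sham, near the background of the array, and differed from sham by 0.00 on day 1 (adjusted p = 0.995) and −0.04 on day 3. A rise of protein C transcripts was therefore not found here.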

Activated protein C has potent anticoagulant activity due to its ability to inactivate factor Va and VIIIa (Yesilirmak et al., 2008) and seems to alleviate the secondary SCI by reducing the ischemia/reperfusion effect by inhibiting neutrophil activation (Hirose et al., 1999) and or leukocyte activation [68], inducing insulin growth factor-1 and its receptor leading to an increased number of motor neurons [69].

The GO enrichment analysis identified another 30 coagulation-related genes whose transcripts were up-regulated throughout the course of the study. 

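Tfpi, the Kunitz inhibitor of the tissue factor and factor VIIa complex on endothelium, was 1.13 higher than in sham on day 1 (SE 0.28, adjusted p = 0.00212), −0.02 on day 3 and 0.67 on day 14 (adjusted p = 0.950 and 0.0814, the latter passing by the study's rule). On day 7 Tfpi was 0.88 higher (adjusted p = 0.0173), and the adjusted p was 0.0623 with only these 2 groups fitted, 0.204 with the mean of probe sets, 0.0795 without sham replicate 1 and 0.0618 and 0.0525 without day 7 replicates 1 and 2. On day 56 Tfpi was 0.81 higher (adjusted p = 0.0342), and the adjusted p was 0.0504 with only these 2 groups fitted, 0.356 with the mean of probe sets, 0.150 without sham replicate 1 and 0.0504, 0.0597 and 0.103 without day 56 replicates 1, 2 and 4. Its relative Tfpi2 peaked on day 3, when Tfpi was at the sham level.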

Amongst these were regulatory proteins with anticoagulant properties such as tissue factor pathway inhibitor 2 (TFPI), which is released by endothelial cells and binds factor VIIa complexes, inhibiting them to generate factor Xa. TFPI function regulates the extrinsic coagulation pathway. Additionally, we found that thrombomodulin (THBD) transcripts were elevated upon SCI up to 2 weeks post-injury. 

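Thbd, the endothelial receptor that turns thrombin from clotting to activation of protein C, was 3.17, 2.80 and 1.99 higher than in sham on days 1, 3 and 7 (SE 0.55, adjusted p = 7.09e-05, 0.000425 and 0.00691). On day 14 it was 1.67 (adjusted p = 0.0263), and the adjusted p was 0.0747 with only these 2 groups fitted, 0.177 with the mean of probe sets, 0.153 with 3 arrays left out, 0.0678 and 0.0634 without sham replicates 1 and 4 and 0.0589 and 0.129 without day 14 replicates 1 and 3. On day 56 it was 1.50 (adjusted p = 0.0451), and the adjusted p was 0.0623 with only these 2 groups fitted, 0.0547 by the methods' t-test, 0.0523 after quantile normalization, 0.0716 with a replicate block, 0.169 with the mean of probe sets and 0.0500 to 0.195 without any of 12 single arrays.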

THBD binds thrombin and promotes its interaction with protein C. The resulting complex inactivates factors VIIIa and Va. Elevated levels of these regulatory proteins indicate the importance of endogenous signaling mechanisms to limit excessive spreading of clot formation.

A serious side effect of hemorrhage is the infiltration of blood components such as hemoglobin and fibrinogen to the spinal cord tissue which have been shown to be toxic to CNS tissue [70-73]. Infiltration of hemoglobin creates a hostile environment that is rich in reactive oxygen species and other toxic materials, which induces the cellular response to these toxic mediators of cell death and apoptosis. Hemoglobin, released from red cells after trauma, can promote tissue injury through iron-dependent mechanisms such as inhibiting the Na/K ATPase activity and catalyzing substantial peroxidation of CNS lipids [71]. 

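The beta subunits of the sodium pump, which keeps the resting potential of neurons and glia, were lowest on day 1. Atp1b1, its neuronal beta subunit, was −1.69, −0.66, −0.79, −0.64 and −0.50 against sham on days 1, 3, 7, 14 and 56 (SE 0.10, largest adjusted p = 0.000564), and Atp1b2, the glial adhesion molecule, −2.16 and −1.45 on days 1 and 3 and −0.78 (adjusted p = 0.0687, passing by the study's rule) on day 7. Regulators of the pump went both ways: Fxyd7, of neurons, fell (−2.79 on day 1) and Fxyd5, of epithelia and leukocytes, rose (3.24, with 1.95 on day 56). Of 9 subunits and regulators of the pump, 2, 1, 3, 2 and 2 were higher than in sham on days 1, 3, 7, 14 and 56 and 4, 5, 3, 2 and 2 lower (3, 1, 3, 2 and 2 higher when adjusted over the list alone). All of these genes together passed on no day (camera adjusted p = 0.103 on day 3), and on days 1, 7 and 14 the test pointed down while the medians on days 1, 7 and 14 were 0.01, 0.10 and 0.08 and the means 0.01, 0.18 and 0.21. Other subunits are not analysed here.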

In our study, the majority of Na/K ATPase enzymes such as ATP1A2, ATP1A3, ATP1B1 and ATP1B2 were down-regulated during the acute as well as the subacute phase of the injury (data not shown). Fibrinogen has been shown to trigger an inhibitory signal transduction pathway in neurons by acting as a ligand for beta-3 integrin, which induces the transactivation of EGF receptor (EGFR) in neurons, thereby inhibiting neurite outgrowth [73]. It also triggers astrocyte scar formation through TGF-beta signaling [72]. The microarray data in our study confirms that genes in the TGF-beta signaling cascade are up-regulated. For example, TGFB1, its receptor and SMAD2 transcripts were up-regulated throughout the 8 weeks post-injury study period (data not shown).

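A ligand and a matrix target of TGF-beta rose early, and matrix genes as a group were raised on all days but day 3. Tgfb3, a ligand of astrocytes and fibroblasts, was 3.56, 2.92 and 2.42 higher than in sham on days 1, 3 and 7 (SE 0.50) and Tgfbi, a matrix protein named for its induction, 3.69 and 3.36 on days 1 and 3. Of 28 genes of TGF-beta signalling, 14, 11, 10, 9 and 10 were higher than in sham on days 1, 3, 7, 14 and 56 and 4, 9, 2, 1 and 2 lower (14, 11, 10, 9 and 11 higher when adjusted over the list alone). As a set they did not pass on days 1, 3 and 14 (camera adjusted p = 0.118, 0.485 and 0.0585). The values were 0.00917 on day 7, or 0.0515 after median centring, 0.142 without dim probe sets and 0.210 with an estimated correlation, and 0.00474 on day 56, or 0.0538 without dim probe sets and 0.201 with an estimated correlation. Among 32 genes of fibroblasts and extracellular matrix, 22, 8, 25, 24 and 16 passed the test as higher on days 1, 3, 7, 14 and 56 and 0, 10, 0, 0 and 0 as lower (24, 8, 25, 25 and 17 higher and 1, 11, 0, 0 and 0 lower when adjusted over the list alone). This set stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.000110, 1.05e-09, 5.64e-09 and 2.16e-06; adjusted p = 0.230 at the smallest with an estimated correlation). On day 3 the median was −0.04 and the mean 0.28.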

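Of the 5 days, Tgfb1 and its receptor stood lowest on day 3. Tgfb1, the cytokine that drives scar formation, was 3.61, 2.91, 2.36 and 2.29 higher than in sham on days 1, 7, 14 and 56 (SE 0.39). On day 3 Tgfb1 was 1.25 higher (adjusted p = 0.0171), and the adjusted p was 0.0664 with only these 2 groups fitted, 0.0798 without sham replicate 1 and 0.0721 without day 3 replicate 3. The receptor Tgfbr1 was 1.94 higher on day 1, −1.05 on day 3 (adjusted p = 0.000121), below sham, and 1.86, 1.74 and 1.81 afterwards. Smad2, which carries the signal to the nucleus, was 1.25, 1.00, 1.15, 0.85 and 1.05 higher on all 5 days. Of the 3 genes taken from the paper and analysed here, 3, 2, 3, 3 and 3 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 1, 0, 0 and 0 lower (the same counts when adjusted over the list alone). The paper gives no symbol for the receptor, and Tgfbr1 was taken for it. The 3 genes were chosen on these samples.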

### Complement activation

Along with the blood coagulation cascade, a concomitant increase in the complement activation system is observed, whose temporal pattern is not the same as blood coagulation but rather develops in a more delayed fashion. The blood coagulation cascade peak of activity is on day 7 post-injury but stays up-regulated until 8 weeks. 

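On days 1, 3, 7, 14 and 56, 5, 3, 7, 7 and 7 of 7 complement genes that the paper names were higher than in sham and 0, 2, 0, 0 and 0 lower (the same counts when adjusted over the list alone). These together stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.00461, 5.66e-06, 1.04e-06 and 8.69e-08; adjusted p = 0.201 at the smallest with an estimated correlation). The list was chosen on these samples. On day 56 its median was 2.84. On day 3 the C1q chain C1qa was at 0.41 (adjusted p = 0.130).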

The complement activation, however, is turned on with a lag time in the first few days with activity increasing at later time points in the experiment (Figure 7C). Whether the late activation of complement system is due to the effect of reperfusion after ischemia needs further investigation. The complement system can be activated by three different but overlapping classical, lectin and alternative routes [74].

Representative genes in the complement activation system were deregulated following clip injury to spinal cord. For example, the transcript level of the main activator of the classical pathway of complement activation (C1S) is down-regulated one day after injury. However, it returns to normal values by day 3 and is further up-regulated by day 7 remaining at higher than normal levels even at day 56 post-injury (data not shown). 

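C1s, the protease that opens the classical pathway, was −0.34 on day 1 (SE 0.40, adjusted p = 0.611), 1.98 and 2.39 higher on days 14 and 56 (adjusted p = 0.000752 and 0.000133). On day 3 it was −1.17 (adjusted p = 0.0261), and the adjusted p was 0.0865 with only these 2 groups fitted, 0.0594 and 0.0650 without sham replicates 3 and 4 and 0.123 without day 3 replicate 2. On day 7 it was 1.26 (adjusted p = 0.0163), and the adjusted p was 0.0539 with 3 arrays left out and 0.0628 without sham replicate 1.

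**Figure D4:**
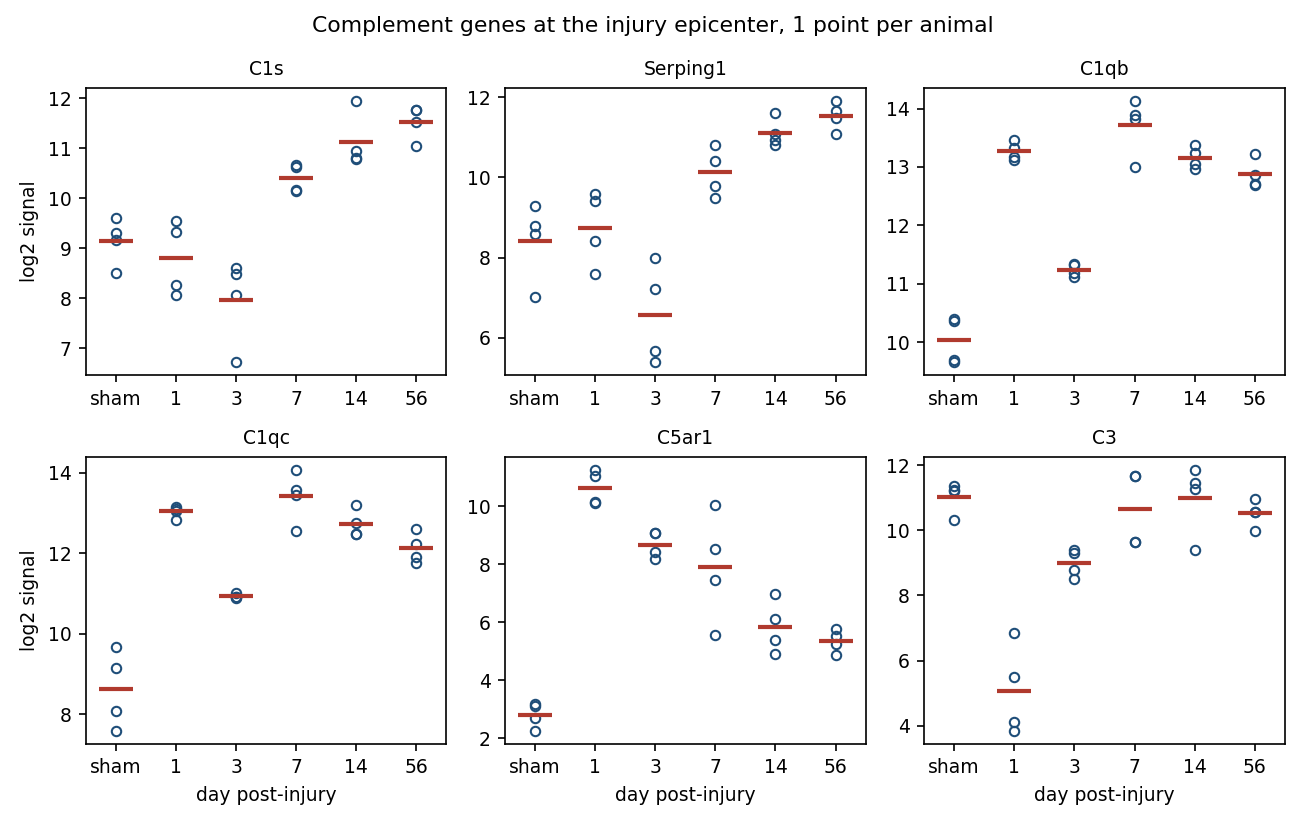
Log2 values (vertical axis) of C1s, Serping1, C1qb, C1qc, C5ar1 and C3 in each rat (open points) of the sham group and of days 1, 3, 7, 14 and 56 (horizontal axis), with red bars for the mean of 4 rats. C1s and Serping1 are lowest on day 3 and rise later, C5ar1 is highest on day 1, and C3 is lowest on day 1.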

C1S catalyzes the consecutive conversion of C4 to C4a and C4a to active C4b2a (C3 convertase), whose main function is to cleave parental C3 into C3a and C3b. 

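The 3 chains of C1q, which microglia and macrophages make, were raised on days 1, 7, 14 and 56, and C1qb and C1qc on day 3 too. C1qb was 3.24, 1.21, 3.68, 3.13 and 2.84 and C1qc 4.41, 2.31, 4.79, 4.10 and 3.50 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.21 and 0.35). C1qa was 2.35, 2.94, 2.56 and 2.49 higher on days 1, 7, 14 and 56, and at 0.41 (adjusted p = 0.13) on day 3. Cfd, the factor D of the alternative pathway, was 4.19 on day 1, 0.42 (adjusted p = 0.692) on day 3 and 4.36, 4.43 and 4.71 afterwards, and Cr1l, which protects cells from C3b, was 2.22, 0.89, 1.69, 1.31 and 1.39 on the 5 days.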

As shown the mRNA levels of C1qa, C1qb, C1qc, Cfd and Cr1l are increased relative to sham un-injured animals. The transcript level of Factor H (CFH), a negative regulator of the alternative pathway for complement activation, is decreased after injury but fluctuates back to higher than normal levels by day 7 post-injury. The elevated level of CFH in our study is in agreement with previous reports that complement inhibitor proteins such as factor H were expressed at elevated levels on neurons and oligodendrocytes after SCI in rats [75,76].

Using inhibitor approaches, both classical and lectin pathways of complement activation have been shown to participate in SCI pathology [77-79]. C1q Knockout mice showed improved recovery and thus the classical complement activation via C1q is thought to be detrimental to the injured spinal cord [80]. Our data show that the mRNA level of C1 inhibitor (C1-INH, SERPING1), an inhibitor of the lectin pathway, is also increased in a similar profile as observed in CFH mRNA deregulation. 

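Serping1, the C1 inhibitor, was 0.33 on day 1 (SE 0.56, adjusted p = 0.785) and rose by 2.69 and 3.12 on days 14 and 56 (adjusted p = 0.000979 and 0.000253). On day 3 it was −1.85 (adjusted p = 0.0130), and the adjusted p was 0.0916 with only these 2 groups fitted and 0.0592 and 0.0532 without day 3 replicates 2 and 3. On day 7 it was 1.71 (adjusted p = 0.0195), and the adjusted p was 0.0711 with 3 arrays left out, 0.0870 without sham replicate 1 and 0.0649 without day 7 replicate 1.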

C1-INH inhibits complement activation through binding and inactivating MASP1 and MASP2 [74]. Up-regulation of C1-INH has been shown to be protective and independent of C1q and the classical pathway [81].

### Ischemia, response to hypoxia and reactive oxygen species

The decrease in the local blood-flow leads to ischemic-hypoxic damage to the spinal cord tissue. Ischemia generally leads to a decrease in cytoplasmic levels of ATP, cellular swelling through malfunctioning of Na/K ATPases and also the mitochondrial membrane permeability transition [82]. Additionally, hypoxia induces certain transcription factors such as hypoxia inducible factor 1 (Hif-1) heterodimer which is composed of the inducible Hif-1a and the constitutive Hif-1b subunits [83,84]. The induction of Hif-1a is under the control of NF-kB transcription factor which serves to link hypoxia to innate immune response [85]. This is reflected in an increase in the mRNA level for the genes that function in response to hypoxia. We found that, following clip-compression injury to the spinal cord, the transcript levels of Hif-1a were up-regulated. 

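Hif1a, the oxygen-regulated subunit of hypoxia-inducible factor 1, was 1.07, 1.14 and 0.50 higher than in sham on days 1, 3 and 7 (SE 0.10, adjusted p = 5.35e-08, 3.36e-08 and 0.000454). A target of it, Hk2, the hexokinase of glycolysis, was 3.59, 3.09, 2.78 and 3.29 higher on days 1, 7, 14 and 56. Its value on day 3 was 1.46 (adjusted p = 0.0117), and the adjusted p was 0.0525 without sham replicate 3. On day 56 Hif1a was 0.30 higher (adjusted p = 0.0249), and the adjusted p was 0.0524 after median centring, 0.0889 without sham replicate 1 and 0.0540 and 0.0520 without day 56 replicates 2 and 3.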

Negative control of Hif-1 transcriptional activity is under the control of EGLN3, a propyl hydroxylase that, in the presence of oxygen molecule, permits ubiquitination and proteosomal degradation of Hif-1a monomer and Hif1an, which blocks Hif-1 transcriptional activity by preventing Hif-1 association with p300 [83-88]. 

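Egln3, the prolyl hydroxylase that marks HIF-1 alpha for destruction, was −1.69 on day 1, −0.46 (adjusted p = 0.0920, passing by the study's rule) on day 3 and −1.40, −1.65 and −1.87 on days 7, 14 and 56 (SE 0.21, largest adjusted p on these days = 3.96e-05). The fall was deepest on day 56, when the change in Hif1a was 0.30 (adjusted p = 0.0249).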

In this study we found that the transcript level of EGLN3 is decreased upon injury to the spinal cord. EGLN3 acts as the cellular oxygen sensor and is the most important enzyme in promoting Hif-1a degradation. This may explain why its down-regulation causes a positive regulation of the response to hypoxia. EGLN3 has other functions such as NGF-induced proapoptotic effect in neurons, probably through regulating CASP3 activity [89].

Hif-1a induction and activation under hypoxic condition induces NF-kB and its inhibitor at the same time [83,86]. 

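Tnip2, which restrains NF-kappaB after TNF, was 2.47, 2.58, 2.22, 1.67 and 2.07 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.30, largest adjusted p = 0.000240). The wider NF-kappaB list stood above the remaining genes on days 1, 3, 7, 14 and 56 (camera adjusted p = 0.000172, 0.000137, 3.91e-05, 0.000908 and 2.76e-05; adjusted p = 0.201 at the smallest with an estimated correlation). Among 5 genes of hypoxia and NF-kappaB that the paper names, 4, 3, 3, 1 and 3 passed the test as higher on days 1, 3, 7, 14 and 56 and 1, 0, 1, 1 and 1 as lower (4, 3, 3, 2 and 3 higher when adjusted over the list alone). These were chosen on the same samples, and as a set they passed on day 3 (camera adjusted p = 0.0216, and 0.103 without dim probe sets and 0.201 with an estimated correlation).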

In this study, we found that NF-kB related transcripts were all up-regulated. For example, the transcript levels of NFKB2 and of the inhibitors NFKBIA, NFKBIE, NFKBIZ are all up-regulated during the first week after injury (data not shown). 

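Nfkbiz was raised in the first days only, and Tnip2 throughout. Nfkbia, the first inhibitor that NF-kappaB induces against itself, was 1.58 and 1.56 higher on days 1 and 3 (SE 0.26). It was 0.71 higher on day 7 (adjusted p = 0.0336) and 1.07 on day 56. Nfkbiz, a nuclear inhibitor needed for secondary cytokine genes, was 1.62 and 3.63 higher on days 1 and 3 (SE 0.33) with 0.42 (adjusted p = 0.284) on day 7. Nfkb2, the p100 subunit, rose on day 1 (1.69, adjusted p = 0.000165) and was 0.61 (adjusted p = 0.123) on day 3. On day 7 Nfkb2 was 0.98 higher (adjusted p = 0.0183), and the adjusted p was 0.0611 with only these 2 groups fitted, 0.0731 with 3 arrays left out, 0.0548 without sham replicate 2 and 0.0707 without day 7 replicate 2. On day 56 Nfkb2 was 0.89 higher (adjusted p = 0.0406), and the adjusted p was 0.0673 after quantile normalization, 0.0588 with a replicate block and 0.0590 to 0.120 without any of 7 single arrays. Another inhibitor named by the paper is not analysed here.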

Another complication of disruption of blood supply is the phenomenon of ischemia/reperfusion injury causing necrotic injury to oligodendrocytes, neurons, astrocytes, and endothelial cells in the epicenter [90,91]. This involves many events such as hypoxia, reactive oxygen species (ROS) and lipid peroxidation, cytokines, complement activation, and pro- and anti-apoptotic signaling cascades [91-93]. The ischemia/reperfusion injury is mainly under the regulation of the NF-kB signaling cascade and NF-kB transcription and its signaling cascade are, in turn, responsible for positive regulation of many immune-related responses, anti-apoptotic and equally important but opposing and controversial pro-apoptotic pathways [94].

### Induced innate-immune response and Toll-like receptor signaling: a biphasic process

The inflammatory response to injury is initiated within minutes after SCI [95]. Our enrichment analysis scored inflammation as the most significant process starting immediately after injury and transcription activation of many immune-related genes. Many cytokines and chemokines are produced and secreted by various cells in the spinal cord tissue. It has been shown that IL-1B is produced immediately by astrocytes and neurons [95,96]. 

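Il1b, a pyrogenic cytokine of myeloid cells, was 0.44 on day 1 (SE 0.45, adjusted p = 0.523) and −0.06, 0.03 and −0.01 on days 7, 14 and 56, and Tnf was 0.63, 0.23, −0.01, 0.12 and 0.01 on days 1, 3, 7, 14 and 56 (SE 0.27), passing on none of them after adjustment (smallest adjusted p = 0.0630) and on day 1 by the study's rule. In 1 of the 4 day 1 rats the Tnf value was higher, 4.68 against 2.73 to 3.06 in the others. On day 3 Il1b was 1.74 (adjusted p = 0.00431), and the adjusted p was 0.107 with only these 2 groups fitted. The mean log2 value over all arrays was 2.45 for Il1b and 2.85 for Tnf. Both lie at the background of the array, so flat values say little about expression.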

Similar to other studies, our data indicates an up-regulation of IL-1B and TNF-alpha after injury. Most notably, we observed that the inflammatory response, in general, and specifically the cytokines’ expression pattern follow profile 44 (Figure 3F). 

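Ccl7 and Cxcl10 did not share a course. Ccl7 stood at 1.52 (adjusted p = 0.156) on day 14 after its peak on day 3 (8.50, adjusted p = 5.08e-08), and Cxcl10 at 0.37 (adjusted p = 0.804) on day 3 before its rise on day 7. The medians of the 49 cytokine and chemokine genes were 0.09, 0.03, −0.05, 0.05 and 0.02 on days 1, 3, 7, 14 and 56.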

Profile 44 represents the change in transcript levels of many genes with the first wave of up-regulation on day 1. 

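Asgr2, a lectin found on macrophages and hepatocytes, and Fcrl2, an Fc receptor-like protein, lost their early rise on day 3 and were raised again on day 7. Asgr2 was 2.80 higher than in sham on day 1, fell by 5.94 to day 3 and rose by 5.66 to day 7 (SE 0.62, adjusted p = 1.04e-06 and 1.27e-06). Its day 3 mean of 2.57 lies at the background of the array, so these sizes are not exact. Fcrl2 was 4.09 higher on day 1, then fell by 5.91 and rose by 6.77.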

The early up-regulation then disappears on day 3 and comes back to high levels for many transcripts from day 7 onwards. Such a phenomenon has been reported previously in mice with a contusion injury [95], although the cessation of primary up-regulation occurred after 24 hours and returned to an increased state on day 14 post-injury. In line with this observation, a biphasic model of cellular inflammatory response has been shown when various immune cells were analyzed using flow cytometry after SCI [97]. Various categories of processes are depicted in Figure 7A-P, which confirm such studies. Accordingly, we can extrapolate our findings and assume the same mechanism of expression or secretion for transcripts with the same profile of expression. This biphasic mode of expression was observed in other enriched GO biological processes such as activation of innate immune response, response to lipopolysaccharide, response to interferon-gamma, tumor necrosis factor superfamily, cytokine production, interleukin-6 production, interleukin-8 production, cytokine secretion, neutrophil chemotaxis, endocytosis and phagocytosis Toll-like receptor signaling pathways, integrin-mediated signaling pathway, T and B cell activation, and immunoglobulin-mediated immune response. 

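Tmem37, a calcium channel subunit of microglia, was 6.44 higher on day 1, fell by 5.78 to day 3 and rose by 4.32 to day 7 (SE 0.67). Of 18 genes of innate immunity that the paper names, 11, 10, 12, 11 and 10 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 0, 2, 0 and 0 lower (12, 12, 12, 12 and 11 higher when adjusted over the list alone). This group stood above the remaining genes on days 1, 3, 7, 14 and 56 (camera adjusted p = 0.000206, 0.00359, 5.88e-05, 1.02e-05 and 6.6e-05; adjusted p = 0.201 at the smallest with an estimated correlation). The list was chosen on these samples. In the interferon and antigen presentation list the medians were 1.47, 0.81, 1.85, 1.93 and 1.78, in the Toll-like receptor list the smallest was on day 3 too, and in the cytokine list it was not.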

The simplest explanation for this observed biphasic response is that the first wave of transcription activation of these genes originates primarily from neurons, astrocytes and microglia cells within the injured area of spinal cord, which subside by day 3. By day 7, post-injury immune cells such as neutrophils, macrophages, T and B lymphocytes have infiltrated the injured cord and amplify the production and secretion of related cytokines and chemokines as the secondary response tends to be at a higher magnitude.

The synthesis of IL-1B in neurons was shown to be dependent on NALP1 inflammasome [96]. In astrocytes, however, overexpression of inflammatory cytokines such as CCL2, CCL3, CXCL1 and CXCL2 is triggered by the IL-1 receptor and not the Toll-like receptor signaling proteins TLR2 and TLR4. 

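Il1r2, the decoy receptor that traps IL-1, rose on day 3 alone (5.06, SE 0.40, adjusted p = 1.18e-08; 0.01 on day 1 and −0.06 on day 7). Il1rap, the partner that lets IL-1 receptors signal, was 2.59 higher on day 3 (adjusted p = 1.22e-06) and 0.66 (adjusted p = 0.0808) on day 1. A second probe set of Il1rap was 2.41, 3.59 and 1.48 higher on days 1, 3 and 7 (adjusted p = 5.01e-07, 6.15e-09 and 0.000238), and by the study's rule Il1rap was 1.54 higher on day 1.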

Our data indicate that the mRNA levels of IL-1B, IL-1R2 and its accessory protein IL-1RAP, were up-regulated especially on day 3. 

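Tlr2 and Tlr4, which sense bacterial and damage signals, and their adaptor Myd88 were up on all 5 days. Tlr2 was 4.13, 1.96, 3.42, 2.65 and 1.89, Tlr4 3.13, 1.95, 2.82, 2.45 and 2.64 and Myd88 2.73, 2.07, 2.26, 1.98 and 1.86 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.43, 0.40 and 0.30), lower on day 3 than on days 1 and 7 in each case. All 3 were placed in profile 44 here too.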

Central proteins in the Toll-like receptor signaling such as TLR2, TLR4 and MYD88 were all up-regulated, the expression pattern of which follow profile 44. It has been shown that for neutrophils to enter the damaged zone in the spinal cord, the expression of IL-1R and MYD88 are essential [98]. Additionally, the cellular extravasation of neutrophils and other leukocytes into the injured area of spinal cord also requires up-regulation of matrix metalloproteinases (MMPs) [99,100]. MMPs up-regulations are, in turn, dependent on the interaction of Fas and its ligand and on the peripheral myeloid cells and activation of Syk kinase to trigger recruitment to the injury sites [101,102]. In our injury model, we observed an increase in the mRNA levels of MMP2, MMP9 and MMP12. 

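Mmp2, the gelatinase of fibroblasts, was 4.52 higher than in sham on day 1, −0.61 (adjusted p = 0.199) on day 3 and 5.27, 5.23 and 3.34 on days 7, 14 and 56 (SE 0.40). Mmp12, the elastase of macrophages, was 6.20 on day 1, 1.73 (adjusted p = 0.0704, passing by the study's rule) on day 3 and 6.47, 5.94 and 7.25 afterwards. Mmp9, the gelatinase of neutrophils, had a mean log2 value of 2.04 in sham and 2.03 on day 1, near the background. By the study's rule it was 0.23 higher on day 3, from a second probe set (adjusted p = 0.0537). Adam8, a protease of migrating leukocytes, was 7.27 and 4.51 higher on days 1 and 3. On day 7 Adam8 was 2.97 higher (adjusted p = 0.00195), and the adjusted p was 0.0593 with only these 2 groups fitted. Of 24 metalloproteinases and inhibitors, 13, 8, 13, 10 and 9 were higher than in sham on days 1, 3, 7, 14 and 56 and 2, 3, 4, 1 and 1 lower (14, 8, 14, 11 and 10 higher and 2, 3, 5, 1 and 1 lower when adjusted over the list alone). All of these together stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.00683, 0.00168, 0.000637 and 0.00452; adjusted p = 0.201 at the smallest with an estimated correlation).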

We did not observe an increase in transcript levels of Fas or its ligand, but the Sky mRNA was up-regulated on day 1 and afterwards up to 8 weeks post-injury.

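Fas, a death receptor, was 0.04 on day 1 and −0.11 on day 3 (adjusted p = 0.823 and 0.192), by the probe set with the highest mean, and its ligand Faslg 0.00 and −0.04 (adjusted p = 1 and 0.256). A second probe set of Fas, near the background as well, was 0.78 higher on day 1 (adjusted p = 0.00408), and by the study's rule Fas was 0.78, 0.50 and 0.52 higher on days 1, 14 and 56. Syk, the kinase behind Fc and lectin receptors, was 3.20 higher on day 1, 0.14 (adjusted p = 0.848) on day 3, 2.43 on day 7 and 1.44 (adjusted p = 0.0513, passing by the study's rule) on day 56 (SE 0.54). On day 14 Syk was 1.65 higher (adjusted p = 0.0259), and the adjusted p was 0.0646 and 0.0678 without sham replicates 1 and 2 and 0.0599 and 0.0917 without day 14 replicates 1 and 3.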

Toll-like receptor signaling is initiated after pattern recognition receptors (PRRs) detect pathogen-associated molecular patterns (PAMPs) or danger-associated molecular patterns (DAMPs), which are endogenously generated from tissue and cellular damage. It is now thought that for induction of innate immune response, two signals are required, the first from Toll-like receptors (TLRs) and the second from Nod-like receptors (NLRs). NLRs are responsible for processing of pro-interleukin-1B to IL-1B and pro-IL-18 to IL-18 [103]. Following injury to the spinal cord, processing of pro-IL-1B and pro-IL-18 into the mature form requires NALP1, ASC (PYCARD), CASP11, and finally CASP1 action to cleave the pro- forms [96,98,104]. Activation by endogenous signals in response to SCI seems to be the mechanism of activation of inflammation after SCI. We observed the up-regulation of the NOD1 component early after SCI. 

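Nod1, an intracellular sensor of bacterial peptides, was 1.17 higher than in sham on day 1 (SE 0.16, adjusted p = 6.39e-06), 0.40 (adjusted p = 0.0622, passing by the study's rule) on day 3 and 0.97, 0.93 and 0.97 on days 7, 14 and 56.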

We also found that, after clip-injury to the spinal cord, PYCARD and CASP1 transcripts are highly up-regulated until 8 weeks post-injury as well as IL-1B and IL-18 transcripts. In addition, the expression of purinergic receptor P2X, ligand-gated ion channel 4 (P2RX4), which has been shown to regulate the inflammasome activation after spinal cord injury [105] was persistently increased in our injury model.

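Pycard, the adaptor that assembles inflammasomes, was 3.70, 1.83, 2.86, 2.34 and 2.05 and Casp1, the protease that ripens IL-1 beta and IL-18, 4.66, 2.01, 3.62, 3.33 and 2.92 higher than in sham on days 1, 3, 7, 14 and 56 (SE 0.27 and 0.50). Il18 was 2.94, 1.13, 2.26, 1.75 and 1.78 higher (SE 0.30, largest adjusted p = 0.00497), lowest on day 3. Of the 2 cytokines, Il18 alone was called higher on day 56. The Il1b probe set lies at the background of the array (mean log2 value 2.45 over all arrays), so its flat values say little about expression.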

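P2rx4, an ATP-gated channel of microglia, was 3.34, 3.46, 2.61 and 2.73 higher than in sham on days 1, 7, 14 and 56 (SE 0.53, adjusted p = 2.73e-05, 4.06e-05, 0.000814 and 0.000551). On day 3 it was 1.57 (adjusted p = 0.0257), and the adjusted p was 0.174 with only these 2 groups fitted, 0.0714 and 0.109 without sham replicates 1 and 2 and 0.0903 and 0.0674 without day 3 replicates 2 and 3.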

### Adaptive immune response and antibody production

Both IL-1 and IL-18, produced during the first phase of inflammation mediated through the two-signal model of TLRs and NLRs, can induce the cellular and humoral modes of the adaptive immune response. IL-18 affects natural killer (NK) cells, monocytes, dendritic cells, T cells, and B cells, thereby regulating not only the innate, but also the adaptive immune responses [106]. Administration of IL-18 promotes production of interferon-gamma by natural killer (NK) as well as T cells. In our study we observe a late interferon-gamma response, which could be part of the second wave of cytokine production by T cells. 

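Rsad2, an antiviral enzyme induced by interferons, was 1.86 (adjusted p = 0.0738) on day 1 and 4.37, 5.76 and 5.12 on days 7, 14 and 56 (SE 0.82). Its value on day 3 was 2.38 (adjusted p = 0.0282), and the adjusted p was 0.0554 to 0.0908 without any of 6 single arrays. Isg15 was −0.19 on day 1 and 1.22 on day 3 (adjusted p = 0.975 and 0.181). From day 3 to day 7, 18 of 38 genes of interferon response and antigen presentation rose and 0 fell.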

T cell migration and activation precede the response to interferon-gamma, but other developing adaptive immune responses such as immunoglobulin-mediated immune response run in parallel to the response to interferon-gamma, which may explain the timing of the two processes (Figure 7).

It has been shown that autoantibodies are generated and detected in patients with chronic SCI [107,108]. These detected antibodies can recognize a variety of related and unrelated antigens to CNS tissue. Mice defective in production of B cells, and thus antibody production, exhibit reduced pathological symptoms and improved locomotor recovery [109]. The activation of B cells has been shown to be level dependent as T3 injury completely abolished B cell response and T9 injury level induces significant B cell activation and antibody production [110]. It has been postulated that delayed antibody production and accumulation of autoantibodies leads to complement activation through C1q, which triggers the enzymatic cascade of the classic complement activation pathway and recruitment of microglia and macrophages to the site of injury [111]. Our data clearly show that a delayed adaptive immune response is initiated through immunoglobulin-mediated signaling and that this response is consistently and increasingly up-regulated towards the chronic phase in parallel to activation of the complement cascade (Figure 7C and 7N-P). However, the initial events such as T cell migration, T cell and B cell activation and proliferation starts very early after the injury (Figure 7N-P). 

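Cd8b, the partner of Cd8a on cytotoxic T cells, was 2.47 higher than in sham on day 1 (SE 0.80, adjusted p = 0.0146) and 0.00 on day 3. Its value on day 7 was 2.36 (adjusted p = 0.0230), and the adjusted p was 0.103 with only these 2 groups fitted and 0.0693 and 0.0854 without day 7 replicates 1 and 2. Of the T and NK cell genes 2 and of the B and plasma cell genes 3 were higher on day 1.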

As shown, the B cell-receptor signaling pathway seems to be a much more significant process than T cell receptor signaling (Figure 7N) which implies that, compared to the cellular T-cell mediated immune response, B cell-mediated immunity and neutralizing antibody production is the dominant immune response during the chronic phase of the injury to the spinal cord (Figure 7).

## Conclusions

Microarray expression profiling was used to investigate the temporal changes in the transcriptome of the injured spinal cord in rats. Using GO enrichment analysis we show that it is possible to analyze the fold change in the expression of thousands of genes and obtain the overall picture of the processes involved. Thorough analysis of the expression profiles detected, significant biological processes and events such as response to hypoxia and reactive oxygen species were identified as early events after the injury. We found that both induced innate and adaptive immune responses are strongly and significantly up-regulated, each with relevant sub-categories and deregulated genes. The induced innate immune response may be classified as an acute to subacute type of response, whereas the adaptive immune response and antibody production can be categorized as a late response. The biphasic expression pattern identified in many genes related to immune-response implies that both resident spinal cord cell types as well as infiltrating blood cells may participate in cytokine and chemokine production and general inflammatory response. Our approach in analyzing the fold change in the mRNA levels of many deregulated genes using microarray technology indicates that with careful and systematic analysis of the data, it is possible to reliably delineate the processes involved in injury and recovery and to establish hypotheses for further analysis and intervention strategies.

## Methods

### Animal care and thoracic spinal cord injury

All experimental protocols were approved by the animal care committee of the University Health Network in accordance with the policies established in the guide to the care and use of experimental animals prepared by the Canadian Council of Animal Care. Female Wistar rats (250 g; Charles River Laboratories, 4 sham and 4 injured animals for each time point) were used for this study. Injuries by the aneurysm clip method were performed as previously described [20,29,45,112]. Briefly, under halothane anesthesia (1-2%) and a 1:1 mixture of O2/N2O, the surgical area was shaved and disinfected with 70% ethanol and betadine. A midline incision was made at the thoracic area (T4-T9), and skin and superficial muscles were retracted. Rats underwent a T6-T8 laminectomy and then received a 35 g clip (Walsh) moderate to severe compression injury at T7 for 1 min. The surgical wounds were sutured, and the animals were given Clavamox (Amoxicillin plus Clavulanic acid) for 7d and standard postoperative analgesia treatments and saline (0.9%; 5 ml) to prevent dehydration. Animals were allowed to recover and remained housed under standard condition for the duration of the experiment.

### RNA isolation, processing and microarray hybridization

Rats were sacrificed at 1, 3, 7, 14 and 56 days after injury, and a 5 mm sample of the spinal cord containing the epicenter of the injured tissue was extracted for RNA analysis. Total RNA from each individual sample was extracted using TRIzol reagent (Invitrogen, Burlington, ON, Canada). RNeasy mini spin columns (QIAGEN, Mississauga, ON, Canada) were used for purification of total RNA molecules larger than 200 bp, which excludes smaller RNAs such as miRNAs. RNA quality was assessed with a 2100 Bioanalyzer (Agilent). cRNA for microarray hybridization was prepared from 5 ug of starting RNA using the protocol supplied by Affymetrix (Santa Clara, CA). cRNA was hybridized to GeneChip Rat Genome 230 2.0 arrays (24 chips total) at the Centre for Applied Genomics, The Hospital for Sick Children, Toronto, Canada). Primary data sets were saved in a MIAME-compliant format and uploaded to GEO (series GSE45006).

### Microarray data analysis

Data analysis was performed in R with the Affy package (v1.12.2) [113] in BioConductor [114]. Data were investigated for spatial and distributional homogeneity. Normalization was performed with the sequence-specific GCRMA algorithm (package v2.6.0) in BioConductor [115]. Significance testing of this dataset was performed using linear models and pair-wise comparisons [116]. Each set of animals from a given time point was analyzed and pre-processed separately. The pre-processed data were then significance-tested using a linear modelling implemented in the limma package (v2.9.10) of BioConductor. Each sub-group was fitted to a separate factor in the design matrix, and the pair-wise contrast corresponding to differential expression of injured animals relative to control (sham) animals was extracted using a contrast matrix. Empirical Bayes moderation of the standard error [117] and false-discovery rate correction for multiple testing [118] were employed, again as implemented in the limma package. ProbeSets were deemed differentially expressed at p < 0.001 in any given comparison. Significantly different ProbeSets were visualized using the Heatplus package (v1.4.0) of Bioconductor. Euclidean distance was used as the distance metric for unsupervised hierarchical clustering using the DIANA algorithm with the cluster package (v1.11.4) in R (v2.4.1), and scaling was performed across rows. Clustering was used as a tool for replicate visualization and contrast comparison, not for gene selection [119].

The resulting gene set data with fold change and associated ANOVA *t* test p-values were analyzed by Short Time-Series Expression Miner (STEM) (discussed below), which allows the temporal expression patterns to be examined and extracted from the pool of up- and down-regulated transcripts across all time-points. Alternatively, individual time-point data were analyzed separately for up- and down-regulated genes, protein classes and signaling pathways. Both approaches were combined with functional analysis of transcripts using gene ontology (GO) enrichment.

### Time-series expression profile clustering

We used the non-parametric clustering algorithm of STEM (Short Time-series Expression Miner, version 1.3.7) that is specifically designed to analyze short time-series expression data [120]. STEM implements a novel clustering method that can differentiate between real and random patterns and clusters genes by assigning them to a series of pre-defined patterns, named expression profiles. A profile is considered significant if the number of genes assigned to it exceeds the number of genes that are expected to occur by chance. The statistical significance of the number of genes assigned to each profile versus the expected number was computed and corrected for false discovery rate at p ≤ 0.05.

### GO enrichment analysis

STEM is a statistical technique based on unsupervised clustering to find cluster-centroids followed by assignment of genes using distance-classifications, with statistical analysis using enrichment-based techniques. The biological significance of a set of genes can be assessed by GO enrichment analysis. Deregulated transcripts with ANOVA *t* test p-values ≤0.05 and fold change values > 1.5 were analyzed by the GO enrichment analysis module of STEM. Temporal analysis of the list of deregulated genes was performed using both time-series and time-point approaches. Due to more comprehensive gene coverage of RGD annotation data source file, the enrichment analysis was performed with reference to the RGD association file. For GO analysis of various expression profiles, we applied the annotations of “Biological Process” (BP) domain and the minimum expression fold change (in log_2_ scale) was set to different values from zero. Other parameters were set to different values as follows: “minimum GO level” to different values from 3 to 20, “minimum number of genes” to 5, and “multiple hypothesis correction method for actual size based enrichment” to Bonferroni. STEM also offers to run the GO enrichment analysis at different GO tree levels, which allows limiting the results to more specific terms in the directed acyclic graph (DAG) structure of the gene ontology hierarchy. In this study, the time-point GO enrichment analysis was also employed to discover common up- and down-regulated biological processes across the time-points as well as possible unique processes to each time-point. The output GO terms were used for inter-relationship analysis and visualization by Venn diagram tool and or visualized as a scatter plot or interactive graph using REViGO [40].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

EF and SK designed the experiment and conducted the animal surgery and RNA sample collection. PCB analyzed the microarray data using BioConductor. SSM participated in the gene set data analysis. MC conceived the methodology for gene set data analysis, carried out the data mining, expression profiling, GO enrichment analysis, the follow up temporal analysis of the enriched terms and drafted the manuscript. MGF supervised all aspects of this work. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: FigureS1 Time-Series Clustering of Microarray Gene Set Data Using STEM. The expression data (fold change values ≥ 1.5; p ≤ 0.05; 1 missing value allowed) 1 were loaded onto STEM platform and distinct temporal expression profiles were generated, which differentiate between real and random patterns. Profiles are numbered from 0 to 49. Each box corresponds to a model expression profile. Significant expression profiles are highlighted in color to represent a statistically significant number of genes assigned as their p-values are ordered from 0 to greater values up to 5.0E-3. The model profile is colored black while the gene expression patterns for each gene within the cluster are colored in red. Clusters with similar colors show similar patterns. To all expression profiles a zero time point was added to serve the control value (sham laminectomized animals). Genes are assigned to the most closely matching profile by statistical analysis. Significant expression profiles are highlighted in color. The X-axis represents days after injury when sampling was performed and the Y-axis denotes fold-increase or decrease in expression in log_2_ scale. Every tick mark on the Y-axis corresponds to one-log_2_ change in expression relative to sham. The filtering criterion was set to 1.5 fold (in log_2_ scale). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

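RNA from 5 mm of rat spinal cord around the injury was measured on 24 Affymetrix rat genome arrays, 1 rat to an array: 4 sham-operated rats and 4 rats each at 1, 3, 7, 14 and 56 days after the clip. The authors extracted, labelled and hybridised the RNA, and pre-processed the scans with affy and GCRMA, and the deposited values are log2 expression summaries per probe set that the authors normalized in this way. By the methods each time point was pre-processed separately, and the paper later left out control probe sets and probe sets without annotation. The values used here are these deposited values, with no normalization added.

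The table holds 31099 probe sets, 57 of which are control probe sets of the array. Of the probe sets, 20832 carry 1 gene symbol, 436 several and 9831 none, and a gene was represented by the probe set with the highest mean over all arrays (14218 genes). All probe sets were fitted in R 4.3.3 with limma 3.58.1 in 6 groups (lmFit, contrasts and eBayes without trend, 18 residual degrees of freedom, prior degrees of freedom 1.08). All samples of a group count as independent rats. P values were adjusted by Benjamini-Hochberg over the probe sets with 1 symbol, per comparison, with a threshold of 0.05. For the study's own counts, probe sets with an unadjusted p of at most 0.05 were kept, and the median change of a gene's probe sets was set against log2 1.0, 1.5 and 2.0. Sets of genes were tested with camera (preset correlation 0.01, adjusted over lists and the 5 days), and with fry. The lists number 53, of which 24 are processes and 22 cell types, and 208 of the 1180 listed genes are not analysed here. Marker lists describe bulk tissue and no cell was assigned.

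A gene was counted as bi-phasic when it changed on day 1 by at least 1, moved back on day 3 and moved out again on day 7, each with an adjusted p under 0.05. The time-series clustering was re-implemented in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) with 50 model profiles, at most 2 units of change per step, 720 permutations of the 6 time points and at most 1 missing value. Arrays were grouped with DIANA (cluster 2.1.8.1) and with complete linkage on probe sets with p under 0.001, and principal components were taken over all probe sets. Values of control probe sets were compared by exact permutation of 4 against 4 arrays, where 0.029 is the smallest p. Figures were drawn with matplotlib 3.10.9. statmod 1.5.0 served for the robust fit.

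The comparisons, their tests, the alternatives and the rule for naming genes were fixed before the data were examined, although values printed in the paper had been seen by then. Named genes come from the genes that the paper names for these arrays, the 10 higher and 10 lower genes with the largest change per day among those whose 4 injured and 4 sham values do not overlap, up to 4 members of a list, and the 10 largest changes among bi-phasic genes and between consecutive days. Not all of these are named in the text, and changes that end under an alternative are given with it.

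The alternatives tried were a fit of 2 groups only, trend and robust moderation, the methods' t-test, quantile normalization of all arrays together, median centring, a filter on probe sets (a group mean of at least 5 in 1 of the groups), the replicate number as a block (15 residual degrees of freedom), the mean of a gene's probe sets, other thresholds for the study's counts and the profiles, and each array left out in turn. The removal of 3 arrays together (day 7 replicates 2 and 3 and day 14 replicate 3), and of single arrays for the overlaps and the profiles, was added after the values were seen, as were 5 of the tests of explanations in the closing part and the splits of arrays under other settings.

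The depth of an array is its signal over background: control probe sets without a target had a mean log2 value of 2.62 to 2.91. Where a group lies near or below this level, the size of a change is not exact. On simulated data, drawn for each probe set from a normal distribution with its sham mean and its residual spread, of 66 to 67 genes changed by 0.5, 1 and 2, 52.2, 68.7 and 95.5% were recovered on day 1, with 8 false calls among 14218 genes, and on day 56 37.3, 79.1 and 97% with 4. Of 200 genes raised by 2 on days 1 and 7 alone 91.5% were recovered, with 0 false calls, and in camera 20 of 20 lists raised by 0.5 and 0 of 200 unchanged lists were found. Simulated genes vary independently of one another, so these tests do not show how camera fares with correlated genes. Simulated genes were given their own profile in 100% of 500 cases, 0 profiles were called in exchangeable genes, and 7 of 50 were called in unchanged genes whose time 0 carries no error, and time 0 is set to 0 in this clustering.

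The starting RNA amount differs between the paper and the sample labels. The time at which sham rats were sampled, and the dates and batches of the arrays, are not given in the sources used here. Probe sets with no symbol or several symbols were fitted but left out of the gene counts, and the GO terms and their enrichment scores were not used here.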

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

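The test on genes past the sham level, both tests on dim genes, both tests on the 3 arrays apart and the splits under other settings were chosen after the result was seen. For RNA degradation and for the exchange of 2 arrays the values met the bound first written against each, and these bounds were made stricter after the values were seen, because 1 array alone set the range of the first (1.25) and counts of genes went against the second (1173 and 1600 with the labels exchanged). All results in this part were picked out by 1 of 3 signs: an array far from the other 3 of its group, a difference between 2 days in a direct test, or a shift in genes the paper does not discuss.

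Days differed from one another in a direct test. The response differed between days 1 and 3 in 5035 genes, between days 3 and 7 in 4254, between days 7 and 14 in 3981 and between days 14 and 56 in 48. On the deposited values, 1 of the 35 splits of the 8 arrays, the real one, gave as many genes in each of these comparisons and in each day against sham. Except between days 7 and 14 this also held after quantile normalization and without dim probe sets, so for those counts a random split is excluded as the origin. Between days 7 and 14, 3 of the 35 splits gave as many genes or more in both settings (268 in the real split and 1173 in the highest other after quantile normalization, 70 and 1600 without dim probe sets), so a random split is excluded for the count of 3981 on the deposited values and not for these. The highest is the split that exchanges day 7 replicate 3 and day 14 replicate 3, and it points to a structure of these samples. On the deposited values the highest other split gave 1, 18, 2387, 4 and 2 genes for days 1, 3, 7, 14 and 56 against sham, where the real split gave 7012, 5739, 7611, 4558 and 4563, and 116, 380, 1199 and 3 for the 4 comparisons of consecutive days.

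The drop on day 3 covers 1056 genes that changed on day 1, moved back on day 3 and moved out again on day 7. Quantile normalization of all 24 arrays together kept 95.7% of them, which argues against a shifted overall distribution of the day 3 arrays as the cause. It acts on summarized values and cannot remove shifts of single probe sets. Separate pre-processing of the day 3 arrays therefore cannot be told apart. The percent of the day 1 rise left on day 3 had a median of 7.17 and quartiles of 0.401 and 15.6 over 356 genes. The lower quartile lies near the sham level, so the size of their ratio, 38.9, is not exact. These values argue against day 1 tissue thinned by 1 common share of uninjured tissue. That case assumes that injured tissue keeps its day 1 profile on day 3. This was not measured, so a common share is not excluded in general. More uninjured tissue may still contribute: 49 genes (4.64%) lay past the sham level on day 3, within the 5% set for that explanation. Of the 49, 44 were among the 633 genes up on day 1 and 5 among the 423 down. The bound thus held for all bi-phasic genes together and was passed by the genes up on day 1 taken alone. Of 2234 genes up by at least 1 on day 1, however, 122 were higher still on day 3. RNA degradation cannot be told apart, since the highest difference of the 3' and 5' probe sets of Actb on day 3, 1.21, was passed on day 7 by replicate 3 alone (1.25). All day 3 values lay above those of day 1 (by 0.18 on average, exact permutation p = 0.0286, adjusted p = 0.129) and of the other day 7 rats, though below those of sham (1.29 to 1.62). Gapdh did not repeat the step from day 1 to day 3 (0.00822, exact permutation p = 0.743). Its day 3 values (0.0271 to 0.0854) lay within the range of day 1 (−0.00445 to 0.0857). From day 3 to day 7 the Gapdh difference changed by −0.0539 (exact permutation p = 0.0571). A technical batch cannot be told apart either, since any batch would hold the same 4 arrays as day 3, and none is given in the sources used here. The farthest that a day 3 control value lay outside the range of the other 20 arrays was 0.0885 of the day 3 range. This was the mean of control probe sets without a target in day 3 replicate 3, 2.62. It lay below the lowest of the others, 2.63 in day 7 replicate 1. A change in the cells present in the cord was not tested.

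Dim genes were higher on day 14 than on day 7: of the 3981 genes that differed, 2985 had a log2 mean under 5. Of the 3981, 260 were called in the same direction after quantile normalization, and with dim probe sets removed 70 were called. Background or scaling of the day 7 arrays may explain most of these calls. Control probe sets without a target in the sample were 0.195 higher on day 14 than on day 7 (exact permutation p = 0.0286, adjusted p = 0.129). This argues against a change in the genes' own transcripts as the cause of the whole shift, but did not pass after adjustment.

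Day 7 replicates 2 and 3 and day 14 replicate 3 stood apart from their groups. Against an exchange of day 7 replicate 3 and day 14 replicate 3 speaks that on an axis of 320 genes from day 7 (0) to day 56 (1) they lay at 0.363 and 0.366, outside the other day 14 rats (0.496, 0.555 and 0.572) and the other day 7 rats (−0.114, −0.0092 and 0.0092). An exchange cannot be told apart, since with their labels exchanged the number of genes between the 2 days fell from 3981 to 1199 on the deposited values, but rose from 268 to 1173 after quantile normalization and from 70 to 1600 without dim probe sets. A larger or smaller share of injured tissue in these pieces may be the source, as each deviation followed the day 56 response of other rats (correlations of 0.618, −0.737 and 0.686, the smallest in size 0.618). This does not set the 3 arrays apart, since day 7 replicate 1 and day 14 replicate 4 reached 0.5 and −0.523, and day 1 replicate 4 0.493. A difference in how hard the clip struck each cord would look the same and was not tested.

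An array far from the other 3 of its group was found in 29 of 642 groups of 4 (4.52%), and chance alone gives about 1 in 20. Of the 29, 8 fell on day 14 replicate 3. In that rat the mean log2 value was 5.75 against 7.52 to 7.87 in the other 3 for neuronal genes, 5.69 against 6.95 to 6.99 for synaptic genes, 10.32 against 8.73 to 8.99 for extracellular matrix genes, 6.91 against 6.26 to 6.37 for coagulation genes, 9.42 against 9.12 to 9.16 for sodium pump genes and 6.61 against 5.93 to 5.94 for ossification genes, with 11.94 against 10.78 to 10.94 for C1s and 7.27 against 2.63 to 3.36 for F5.

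On the other arrays of injured rats, cell cycle genes stood at 6.34 against 5.43 to 5.50 in day 3 replicate 4, genes of oligodendrocyte precursors at 8.46 against 9.03 to 9.14 and reactive astrocyte genes at 10.00 against 10.15 to 10.17 in day 3 replicate 2. Resting microglia genes stood at 9.53 against 10.19 to 10.32 in day 7 replicate 3, pro-apoptotic genes at 6.41 against 6.33 to 6.34 in day 56 replicate 4, and pericyte genes at 5.61 against 5.83 to 5.87 in day 56 replicate 3. Day 14 replicate 4 had 4.49 against 3.45 to 3.60 for skeletal muscle genes and 2.96 against 3.03 to 3.05 for genes of bone and cartilage. Of single genes, Tnf stood at 4.68 against 2.73 to 3.06 in day 1 replicate 1, F8 at 9.20 against 8.90 to 8.94 in day 1 replicate 4, Atp1b1 at 13.74 against 13.39 to 13.45 in day 3 replicate 1, Nfkbiz at 4.63 against 3.51 to 3.64 in day 7 replicate 2 and P2rx4 at 9.97 against 9.29 to 9.36 in day 56 replicate 3.

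Among sham rats, replicate 1 had 5.14 against 5.35 to 5.39 for pericyte genes, 3.91 against 3.71 to 3.73 for skeletal muscle genes and 7.68 against 8.45 to 8.54 for the TGF-beta genes taken from the paper. Replicate 4 had 5.30 against 4.93 to 4.98 for Toll-like receptor genes and 2.902 against 2.942 to 2.950 for genes of bone and cartilage. The hybridisation controls were low on 3 arrays: 11.44 against 11.76 to 11.80 in sham replicate 3, 11.29 against 11.67 to 11.71 in day 3 replicate 1 and 11.46 against 11.62 to 11.64 in day 56 replicate 2.

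Genes that the paper does not discuss also shifted. The median log2 change was −2.12 for cholesterol synthesis genes on day 56, 1.83 for lysosomal genes on day 1, 0.61 for ribosomal protein genes on day 1, 2.77 for extracellular matrix genes on day 7 and −0.96 for oligodendrocyte and myelin genes on day 1.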

How the results depend on the processing

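The removal of day 7 replicates 2 and 3 and day 14 replicate 3 together and the removal of single arrays for the overlaps and the profiles were chosen after the result was seen. Counts of genes against sham, of bi-phasic genes and of genes between days 1, 3 and 7 stayed within 1.5 times their values under all alternatives run for them except a linear threshold. Leaving out single arrays moved the bi-phasic count from 786 (day 7 replicate 2) to 1401 (day 7 replicate 3). Between days 14 and 56, 48 genes differed, with 9 (6 of them among the 48) when only the 2 groups were fitted, 29 by the methods' t-test (all among the 48), 27 with a replicate block (all among the 48) and 73 with the 3 arrays left out (38 among the 48). Without single arrays the number ran from 21 (day 14 replicate 1) to 49 (day 7 replicate 2), with 24 without day 14 replicate 2, 29 without day 1 replicate 2, 30 without day 7 replicate 1 and 31, 29 and 28 without day 56 replicates 1, 2 and 3. Between days 7 and 14, 3981 genes differed, with 268 after quantile normalization (260 among the 3981), 1111 after median centring (1052 among them), 70 without dim probe sets (all among them, where fewer genes are tested) and 220 with the 3 arrays left out (180 among them). The dim filter moves the median change of all genes to 0.171, 0.12 and 0.12 on days 1, 3 and 7 and to −0.117 between days 7 and 14.

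The linear scale is laxer by construction. A linear 1.5-fold threshold gave 5790, 4469, 4326, 3764 and 3789 genes on days 1, 3, 7, 14 and 56, with 3471, 3936, 3279 and 3153 shared by day 1 with the later days, 2721, 2272 and 2216 by day 3, 3215 and 3025 by day 7 and 3124 by days 14 and 56. For the time-series profiles, a threshold of log2 1.0 let 3489 genes pass and placed 2834, and log2 2.0 gave 1512 and 1235, in place of 2307 and 1861. Of the shifts of gene lists, 146 of 260 passed, and 0 with the correlation estimated from the arrays. Quantile normalization ended 7 of these calls and added 6, median centring 7 and 3, the dim filter 14 and 9, the replicate block 1 and 1, the mean of probe sets 3 and 4 and the 3 arrays left out 3 and 4, and single arrays left out ended 48 and added 30 against 6162 left as they were.

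Among 1136 tests of named genes, fitting 2 groups only ended 53 calls and added 56, quantile normalization 23 and 10, median centring 15 and 4, the replicate block 13 and 1, the dim filter 7 and 26, trend and robust moderation 1 and 9, the methods' t-test 5 and 0, the mean of probe sets 9 and 15 and the 3 arrays left out 29 and 22. Single arrays left out ended 359 and added 140 calls. The replicate numbers carry no pairing that the values show: deviations of arrays with 1 number correlated at −0.0316 on average (−0.657 to 0.452). Reversed signs were found for Hbe1, Mmp9 and Proc on day 7 after median centring (0.014, 0.017 and 0.018) and, with the mean of probe sets, for Fas on day 7 (0.027) and Sost on days 7 and 56 (0.090 and 0.584, adjusted p = 0.0442). The cause was not tested for any of these changes. Small differences among dim genes, such as those of Mmp9 and Proc, lie at the background of the array and say little about expression.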

Differences from the paper's values

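Of 77 values compared, 11 differ. The 45 counts of Table 1 lie at 92% to 103.2% of the paper's.

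The first principal component held 47.6% of the variance, where the paper has about 28% in Fig. 1B, read by eye. With each probe set scaled to equal variance, which is not among the alternatives set beforehand, it held 34.6%.

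The share of probe sets with p over 0.05 among those past log2 1.0 differs on every day: the paper has about 2.5, about 8.7, about 3.8, about 8.4 and about 8.4% on days 1, 3, 7, 14 and 56 in Fig. 1D, read by eye, and 1.16, 3.62, 1.97, 2.86 and 2.81% were found here. At log2 1.5 the paper has about 1.1, about 4.0, about 1.4, about 4.5 and about 5.9% in Fig. 1D, read by eye, and 0.388, 1.25, 0.648, 1.13 and 1.63% were found here. The paper's text gives an upper limit, as a share of all probe sets. That limit is lower than the readings for days 3, 14 and 56 at log2 1.0, and the values found here lie under it. Of the alternatives set before the data were examined, fitting 2 groups only removes the difference on day 1 (1.80 and 0.824%) and day 7 (3.98 and 2.10%) and not on days 3, 14 and 56. Trend and robust moderation, the methods' t-test, quantile normalization, median centring, the dim probe set filter and the replicate block do not on any day.

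The paper places the peak of coagulation on day 7, by the enrichment p of a GO term. That measure was not used here, so the counts and medians of a gene list that follow cannot contradict it. Of 35 coagulation genes 19 were higher on day 1 and 16 on day 7, with medians of 1.03 and 0.46. Its cytokines are said to follow profile 44, with a loss of the rise on day 3, whereas here 16 of 49 cytokine and chemokine genes were higher than in sham on day 3 and 11 on day 1. Neutrophil chemotaxis is also placed among the bi-phasic processes, by its GO term. The mean of the neutrophil list here, another measure, was highest on day 3 (2.13, 1.28 on day 1).

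Calls of single genes here use adjusted p, and the paper's rule is an unadjusted p of at most 0.05 with the median of the passing probe sets. Its counts also need a change of at least log2 1.0, a threshold left out of the calls that follow. By this rule without the threshold the same fit calls Tnf higher on day 1 (0.63) and Syk on day 56 (1.44). It also calls F3, F13a1 and Tfpi higher on day 14 (0.77, 1.92 and 0.67). Egln3 is called lower on day 3 (−0.46) and Atp1b2 on day 7 (−0.96). These calls are lost here by adjusted p alone, and the paper names no day for Tnf, Egln3, F3 and F13a1. By the same rule Mmp9 is 0.23 higher on day 3, from a probe set other than the one used here. The paper has no rise of Fas. Without a fold threshold Fas was 0.78, 0.50 and 0.52 higher on days 1, 14 and 56, with the second probe set passing on day 1 by adjusted p (0.00408). These changes of Fas are under log2 1.0 and so do not conflict with the paper. Of the changes in this paragraph, those of Syk and F13a1 alone reach log2 1.0.

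Protein C is given as raised. Proc differed from sham by 0.03 and −0.02 on days 14 and 56 (adjusted p = 0.423 and 0.636) and under no setting was it called higher by adjusted p, while its receptor Procr was higher on all days. The MMP9 transcript is given as raised. Mmp9 was −0.05 on day 3 (adjusted p = 0.124) and −0.02 on day 56 (adjusted p = 0.575), and no setting called it higher by adjusted p, while Mmp2 and Mmp12 were higher on days 1, 7, 14 and 56. TNF and IL-1 beta are given as raised. The probe sets used here for Tnf and Il1b lie at the background of the array (mean log2 values 2.85 and 2.45), so their flat values say little about expression. Tnf passed on day 1 after median centring (adjusted p = 0.0464) and without day 1 replicates 2 or 3 (0.0177 and 0.0222), and on day 3 without day 1 replicate 1 (0.0319). Il1b, which the paper also has raised until week 8, passed on day 3 and, when only 2 groups were fitted, on day 1 (0.0494) and no longer on day 3 (0.107), with an adjusted p of 0.990 on day 56.

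C1S is given as lower on day 1 and normal on day 3. Here C1s did not pass on day 1 under any setting and was lower on day 3, and the later rise is shared. Its day 3 call ends, as in the paper, when only 2 groups are fitted (adjusted p = 0.0865) and without sham replicates 3 or 4 (0.0594 and 0.065) or day 3 replicate 2 (0.123). The C1 inhibitor is said to fall first and to rise by day 7, and Serping1 was lower on day 3 and not on day 1, where no setting called it. The day 3 call of Serping1 ends when only 2 groups are fitted (adjusted p = 0.0916) and without day 3 replicates 2 or 3 (0.0592 and 0.0532). The receptor of TGFB1 is given as raised throughout, without a gene symbol. Tgfbr1, taken for it here, was below sham on day 3, while Tgfb1 and Smad2 rose. C1QA and CFD are given as raised without a day, and on day 3 neither passed here, except C1qa without sham replicate 4 (adjusted p = 0.0187).

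NFKB2 and its inhibitors are given as raised in the first week. Nfkbia was raised on days 1, 3 and 7 (adjusted p = 0.0336 on day 7). Nfkbiz was not raised on day 7 under any setting, and Nfkb2 passed on day 3 when only 2 groups were fitted (adjusted p = 0.0347). SYK is given as raised from day 1 to week 8. Syk did not pass on day 3, and on day 56 it passed when only 2 groups were fitted (0.00851), with trend and robust moderation (0.0469), without dim probe sets (0.029), with the mean of probe sets (0.0453), with 3 arrays left out (0.016, chosen after seeing the values) and without day 3 replicate 4 (0.0489) or day 7 replicate 1, 2, 3 or 4 (0.0437, 0.0239, 0.0281 and 0.0399). ATP1B2 is given as lower in the acute and subacute phases. Atp1b2 did not pass on day 14 (adjusted p = 0.371), and on day 7 it passed when only 2 groups were fitted (0.0492) and without day 1 replicates 3 or 4 (0.0465 and 0.0238).

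Of the coagulation genes given as raised, F8 and Tfpi did not pass on day 3 under any setting. Tfpi passed on day 14 after quantile normalization (adjusted p = 0.0389). The paper joins the full name of inhibitor 2 to the symbol TFPI, so Tfpi2 may be meant, and Tfpi2 was higher on every day. F3 passed on day 7 with 3 arrays left out (0.0108, chosen after seeing the values) and without day 7 replicate 2 (0.0452), and on day 14 when only 2 groups were fitted (0.02), after quantile normalization (0.0481), without dim probe sets (0.0345), with 3 arrays left out (0.0126) and without sham replicate 4 (0.0422) or day 7 replicates 2 or 4 (0.0203 and 0.0443). F13a1 passed on day 14 when only 2 groups were fitted (0.0412), without dim probe sets (0.0367), with 3 arrays left out (0.0361) and without day 7 replicates 2 or 3 (0.0296 and 0.0149) or day 14 replicate 2 (0.035). EGLN3 is given as lower, and on day 3 Egln3 passed by adjusted p when only 2 groups were fitted (0.0159), after quantile normalization (0.0338) and with 3 arrays left out (0.0389).

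The paper places T and B cell activation among the bi-phasic processes, by GO terms whose enrichment was not used here. Of 36 genes of T and NK cells 2, 0, 4, 2 and 3 were higher on days 1, 3, 7, 14 and 56, and of 18 genes of B cells 3, 1, 3, 4 and 3, with no shift of either set that passed. Of the paper's time-series profiles, those numbered 44, 41, 45, 46 and 48 were also called here and 0, 1 and 6 were not, while 2, 3 and 8 were called. By course, profile 8 here corresponds to the paper's profile 6, and 2 and 3 stayed down, as its profiles 0 and 1 did. In another sentence the paper also counts profile 2 among its significant profiles. A difference in number is thus not always one of course. The program of the paper was not run here and its choice of model profiles can differ.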

Other observations

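Transcripts of cholesterol synthesis were lower than in sham on days 1, 7, 14 and 56. Fdft1, the squalene synthase, was −2.26, −2.65, −3.60 and −4.17 against sham on days 1, 7, 14 and 56 and 0.03 (adjusted p = 0.963) on day 3, and Idi1, an isomerase earlier in the pathway, −1.03, −1.57, −2.16 and −3.25 on the same 4 days (SE 0.54 and 0.26). Of 18 genes of cholesterol synthesis, 1, 6, 1, 0 and 0 were higher than in sham on days 1, 3, 7, 14 and 56 and 14, 0, 17, 16 and 18 lower (14, 0, 17, 17 and 18 lower when adjusted over the list alone). As a set they stood below the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 0.000190, 1.6e-05, 1.1e-12 and 2.51e-14; adjusted p = 0.201 at the smallest with an estimated correlation). On day 3 they stood above them (camera adjusted p = 0.0493), a call that ends after quantile normalization (0.177), median centring (0.169), the dim filter (0.304), the replicate block (0.0502), with an estimated correlation (0.639) and without any of 9 single arrays (0.0502 to 0.079). Transcripts of myelin fell too: Ermn, a cytoskeletal protein of oligodendrocytes, was −2.70, −1.94, −1.38 and −1.31 on days 1, 3, 7 and 56, and Mal, a proteolipid of myelin, −2.29 and −1.80 on days 1 and 3. Among 21 genes of oligodendrocytes and myelin, 0, 0, 1, 0 and 0 passed the test as higher on days 1, 3, 7, 14 and 56 and 17, 10, 9, 10 and 15 as lower (17, 10, 9, 11 and 17 lower when adjusted over the list alone). These stood below the remaining genes on days 1, 3, 14 and 56 (camera adjusted p = 1.04e-06, 0.00443, 0.000286 and 2.37e-07; adjusted p = 0.322 at the smallest with an estimated correlation). On day 7 the camera adjusted p was 0.0751. The median of this list was −0.96 on day 1 and −0.93 on day 56.

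Lysosomal and ribosomal transcripts rose. Ctsc, a cathepsin that activates proteases of leukocytes, was 5.18, 3.58, 4.07, 3.69 and 3.45 higher on days 1, 3, 7, 14 and 56 (SE 0.45). Of 26 lysosomal genes, 20, 7, 24, 22 and 23 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 6, 0, 0 and 0 lower (the same counts when adjusted over the list alone). They stood above the remaining genes on days 1, 7, 14 and 56 (camera adjusted p = 1e-07, 2.51e-14, 2.51e-14 and 4.65e-18; adjusted p = 0.201 at the smallest with an estimated correlation) and not on day 3 (adjusted p = 0.789). Rplp0, a stalk protein of the large ribosomal subunit, was 1.53, 1.29, 1.28, 1.03 and 0.95 higher on the same 5 days (SE 0.09). The test called 24, 23, 24, 22 and 23 of 27 ribosomal protein genes higher on days 1, 3, 7, 14 and 56 and 0, 0, 2, 0 and 0 lower (24, 23, 24, 23 and 23 higher when adjusted over the list alone). Their shift was small and passed on all 5 days (camera adjusted p = 7.68e-10, 1.82e-12, 7.78e-12, 7.31e-09 and 9.24e-12; adjusted p = 0.201 at the smallest with an estimated correlation).

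No shift of the sets of oligodendrocyte precursors, Schwann cells, mast cells and skeletal muscle passed on any day. Of 11 genes of oligodendrocyte precursors, 3, 1, 5, 3 and 4 were higher than in sham on days 1, 3, 7, 14 and 56 and 2, 5, 1, 0 and 4 lower (2, 5, 1, 0 and 5 lower when adjusted over the list alone). Of these, Vcan, a proteoglycan of the matrix, rose by 2.50, 1.76, 1.80 and 1.33 on days 1, 3, 7 and 14, and on day 56 the median of the group was −0.26 and the mean 0.11. Among 15 genes of Schwann cells, 3, 3, 3, 5 and 5 passed the test as higher on days 1, 3, 7, 14 and 56 and 3, 4, 3, 2 and 3 as lower (3, 5, 3, 3 and 3 lower when adjusted over the list alone). Pmp2, a myelin protein of these cells, was 1.53, 1.75 and 2.20 higher on days 1, 7 and 14, and on days 1 and 3 the medians were −0.01 and −0.10 and the means 0.06 and 0.03. The test called 0, 0, 1, 1 and 2 of 8 ependymal genes higher on days 1, 3, 7, 14 and 56 and 1, 2, 2, 0 and 0 lower (1, 5, 1, 0 and 0 lower when adjusted over the list alone). Foxj1, which builds motile cilia, was −0.96 on day 3 and 0.78 on day 56. The ependymal set stood below the remaining genes on day 3 (camera adjusted p = 0.0484), and no longer after quantile normalization (0.059), with the dim filter (0.0675), with the mean of probe sets (0.0633), with 3 arrays left out (0.0554), with an estimated correlation (0.357) or without any of 7 single arrays (0.05 to 0.0875). Of 12 genes of fat cells, 3, 2, 3, 4 and 5 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 0, 4, 0 and 0 lower (the same counts when adjusted over the list alone). Lpl, a lipase that macrophages share with fat cells, was 5.61, 5.21, 5.20 and 4.82 higher on days 1, 7, 14 and 56, and on days 3, 7 and 56 the medians of the list were −0.05, −0.06 and −0.01 and the means 0.47, 1.37 and 1.74. As a set the fat cell genes stood above the remaining genes on days 14 and 56 (camera adjusted p = 0.0210 and 0.0311), not on day 14 after quantile normalization (0.0618) and not on day 56 without sham replicate 4 (0.0778), and with an estimated correlation on neither day (0.358 and 0.395). Of 12 genes of mast cells, 0, 0, 0, 0 and 0 were higher than in sham on days 1, 3, 7, 14 and 56 and 0, 1, 7, 0 and 0 lower (0, 0, 7, 0 and 0 lower when adjusted over the list alone). The mean of this list was 2.58 to 2.68 on the day 7 arrays, at the background. Control probe sets without a target were lower by 0.126 on that day too. Whether lower calls on day 7 in this and other dim lists reflect the background was not tested. Among 20 genes of skeletal muscle, 0, 0, 1, 0 and 0 passed the test as higher on days 1, 3, 7, 14 and 56 and 3, 0, 5, 3 and 2 as lower (3, 0, 2, 3 and 2 lower when adjusted over the list alone). On day 7 the median of the muscle genes was −0.05 and the mean 0.07. Of the lists of genes that the paper names, the sodium pump list is not analysed here beyond the 2 beta subunits.

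No difference of control probe sets passed after adjustment. The difference of the 3' and 5' probe sets of Actb was lower than in sham by 0.473, 0.293, 0.365, 0.246 and 0.198 on days 1, 3, 7, 14 and 56 (exact permutation p = 0.0286 on days 1, 3, 7 and 14, adjusted p = 0.129, and 0.0571 on day 56, adjusted p = 0.171). Control probe sets without a target were lower by 0.126 on day 7 (exact permutation p = 0.0286, adjusted p = 0.129). With the same p values, the Gapdh difference and the median of dim probe sets changed by −0.0864 and −0.0807 on day 7. That median was 0.106 higher on day 14 than on day 7, again with these p values.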
